# XRN2 Autoregulation and Control of Polycistronic Gene Expresssion in *Caenorhabditis elegans*

**DOI:** 10.1371/journal.pgen.1006313

**Published:** 2016-09-15

**Authors:** Takashi S. Miki, Sarah H. Carl, Michael B. Stadler, Helge Großhans

## Abstract

XRN2 is a conserved 5’→3’ exoribonuclease that complexes with proteins that contain XRN2-binding domains (XTBDs). In *Caenorhabditis elegans* (*C*. *elegans*), the XTBD-protein PAXT-1 stabilizes XRN2 to retain its activity. XRN2 activity is also promoted by 3'(2'),5'-bisphosphate nucleotidase 1 (BPNT1) through hydrolysis of an endogenous XRN inhibitor 3’-phosphoadenosine-5'-phosphate (PAP). Here, we find through unbiased screening that loss of *bpnt-1* function suppresses lethality caused by *paxt-1* deletion. This unexpected finding is explained by XRN2 autoregulation, which occurs through repression of a cryptic promoter activity and destabilization of the *xrn-2* transcript. De-repression appears to be triggered such that more robust XRN2 perturbation, by elimination of both PAXT-1 and BPNT1, is less detrimental to worm viability than absence of PAXT-1 alone. Indeed, we find that two distinct XRN2 repression mechanisms are alleviated at different thresholds of XRN2 inactivation. Like more than 15% of *C*. *elegans* genes, *xrn-2* occurs in an operon, and we identify additional operons under its control, consistent with a broader function of XRN2 in polycistronic gene regulation. Regulation occurs through intercistronic regions that link genes in an operon, but a part of the mechanisms may allow XRN2 to operate on monocistronic genes in organisms lacking operons.

## Author Summary

XRN2 is a conserved eukaryotic protein that controls gene expression by degrading or processing various types of RNA. Here we find that XRN2 negatively regulates its own levels in the nematode *C*. *elegans*. In response to reduction of XRN2 activity, this self-repression is alleviated, increasing *xrn-2* mRNA and thus protein production, which restores robust XRN2 activity. Although XRN2 and its upstream gene are transcribed from a single promoter as a gene expression unit called “operon”, XRN2 regulates only itself. It does so by inactivating a cryptic promoter that exists between the two genes and by destabilizing its own nascent transcript. Many other *C*. *elegans* genes (>15%) occur in operons, and we identify additional operons that XRN2 regulates through an analogous mechanism. Thus we find a novel function of XRN2 in modulating expression of genes in operons including itself. As one of the mechanisms could operate on genes outside operons, XRN2 may also regulate gene expression in organisms lacking operonic gene organization.

## Introduction

Polycistronic gene expression is common in prokaryotes: multiple genes are arranged tandemly and transcribed from a single promoter, as one RNA precursor. This organization of genes into an operon permits regulation of functionally related genes in one unit. By contrast, protein-coding genes in eukaryotes are usually organized monocistronically, i.e., one promoter drives the expression of one gene. However, operons do occur in some eukaryotes, such as the nematode *Caenorhabditis elegans* (*C*. *elegans*) [1], and the fly *Drosophila melanogaster* [2, 3, 4]. In fact, at least 15% of *C*. *elegans* genes are predicted to be in operons [5, 6].

Although the polycistronic transcript is the template for protein synthesis in prokaryotes, the individual cistrons in *C*. *elegans* are separated prior to translation, in the nucleus, by a process termed *trans*-splicing [7, 8]. This process is mechanistically similar to *cis*-splicing, which uses the spliceosome to excise the introns and fuse the exons of eukaryotic pre-mRNAs. However, rather than joining two fragments of the same precursor, it links a 5’-capped, 22-nucleotide RNA sequence, the splice-leader (SL), which is transcribed separately, to a splice acceptor site on the nascent transcript. *Trans*-splicing occurs on both monocistronic genes and genes in operons, but with splice-leaders of different sequences: whereas monocistronic genes and those most promoter-proximal in operons are spliced to SL1, the other operon-contained genes exhibit preferential albeit not exclusive splicing to SL2 [1, 5]. Moreover, for downstream genes in operons, *trans*-splicing occurs subsequent to cleavage of the immediately upstream pre-mRNA at the 3’ end [7, 8].

Unexpectedly, *C*. *elegans* operons do not appear to be enriched for functionally related genes [9] and, consistent with diversity in function, transcript levels of genes in an operon can vary [9]. One mechanism that can uncouple genes within an operon is the existence of an internal promoter that permits expression of downstream genes independently of the first gene. Indeed, more than a quarter of *C*. *elegans* operons are estimated to have internal promoters [10] in intercistronic regions (ICRs), i.e., the intergenic space between neighboring genes, typically reflected by an unusually large ICR length of ≥ 500 base pairs [5]. Varying activities of the operon promoter and an internal promoter can thus generate quantitative and spatial diversity in expression of genes in shared operons [10, 11]. Additional mechanisms may further diversify expression patterns, across tissues, development, or in response to environmental cues, but are less well understood.

XRN2 is a 5’→3’ exoribonuclease that is conserved in eukaryotes. XRN2 is predominantly localized in the nucleus, and several nuclear RNA species have been reported as its targets [12, 13]. XRN2 recognizes RNA with a 5’ monophosphate and degrades it to mononucleotides [14, 15]. In yeast, the activity of the XRN2 orthologue Rat1p was found to be inhibited by 3’-phosphoadenosine-5'-phosphate (PAP), a byproduct of sulfate assimilation [16]. PAP is generated from 3'-phosphoadenosine-5'-phosphosulfate (PAPS) by sulfotransferase and converted to adenosine 5’-monophosphate (AMP) and phosphate (Pi) by 3'(2'),5'-bisphosphate nucleotidase (BPNT) [17]. As expected from BPNT’s function as a negative regulator of XRN2’s negative regulator PAP, loss of BPNT function has been shown to recapitulate or enhance loss-of-function phenotypes of XRN2 homologues in yeast [16] and plants [18, 19, 20, 21].

In *C*. *elegans*, XRN2 is essential for embryogenesis, larval development and fertility. The *xrn-2* gene is encoded in an operon as the second gene and shows ubiquitous expression throughout development [22]. We have recently reported that XRN2 is stabilized by forming a complex with PAXT-1 in *C*. *elegans* [23, 24]. *paxt-1 null* (*paxt-1(0)*) animals cannot survive at temperatures ≥ 26°C due to degradation of XRN2. This phenotype is suppressed by an increased *xrn-2* gene dosage [23] and recapitulated when a single amino acid change within PAXT-1 specifically prevents its binding to XRN2 [24], and thus a consequence of impaired XRN2 function.

Here we identify a loss-of-function mutation in the *ZK430*.*2*/*bpnt-1* gene as a suppressor of *paxt-1(0)* lethality. Depletion of BPNT1 protein induces accumulation of *xrn-2* mRNA and thus XRN2 protein through inhibition of XRN2 activity. This autoregulation requires the ICR upstream of *xrn-2* and does not affect the expression of its polycistronic partner *rpl-43*. A genome-wide RNA sequencing analysis identifies a subset of operons that are controlled by XRN2 in an analogous manner, revealing a novel role of XRN2 in polycistronic gene expression.

## Results

### Loss of *bpnt-1* function rescues *paxt-1(0)* animals from larval arrest

We have recently reported that XRN2 is stabilized by forming a complex with PAXT-1 and that PAXT-1 is required for larval development of *C*. *elegans* animals at temperatures ≥ 26°C [23, 24]. In order to gain more insight into regulation of XRN2 stability or expression, we performed an ethyl methanesulfonate (EMS) mutagenesis screen for mutant animals that could survive such an elevated temperature in the absence of PAXT-1. A genomic DNA sequencing analysis of an isolated mutant identified a nonsense mutation in the *ZK430*.*2* gene. As the gene encodes a protein that shows structural and functional conservation with the human BPNT1 ([25] and see below), we named it *bpnt-1*. For simplicity, we will refer to the *C*. *elegans* protein as BPNT1. The mutant allele, *bpnt-1(xe22)*, completely suppressed the larval arrest phenotype of *paxt-1(0)* (Fig 1A). Since the larval arrest phenotype of *paxt-1(0)* animals seems exclusively caused by destabilization of XRN2 [23, 24], we examined if the *bpnt-1(xe22)* allele could suppress *xrn-2* phenotypes. We utilized *xrn-2(xe34)*, a temperature-sensitive *xrn-2* allele that we obtained from a genetic screen that will be described elsewhere. The *xrn-2(xe34)* allele has a missense mutation that changes a glutamic acid at position 699 to lysine, and the mutant animals show developmental defects and are not maintainable above 25°C (S1 Fig). *xrn-2(xe34)* animals were arrested as larvae when cultured at 26°C, while *bpnt-1(xe22); xrn-2(xe34)* animals developed to adult (Fig 1B). Thus, the *bpnt-1(xe22)* allele can suppress both the *paxt-1* and *xrn-2* phenotypes.

**Fig 1:**
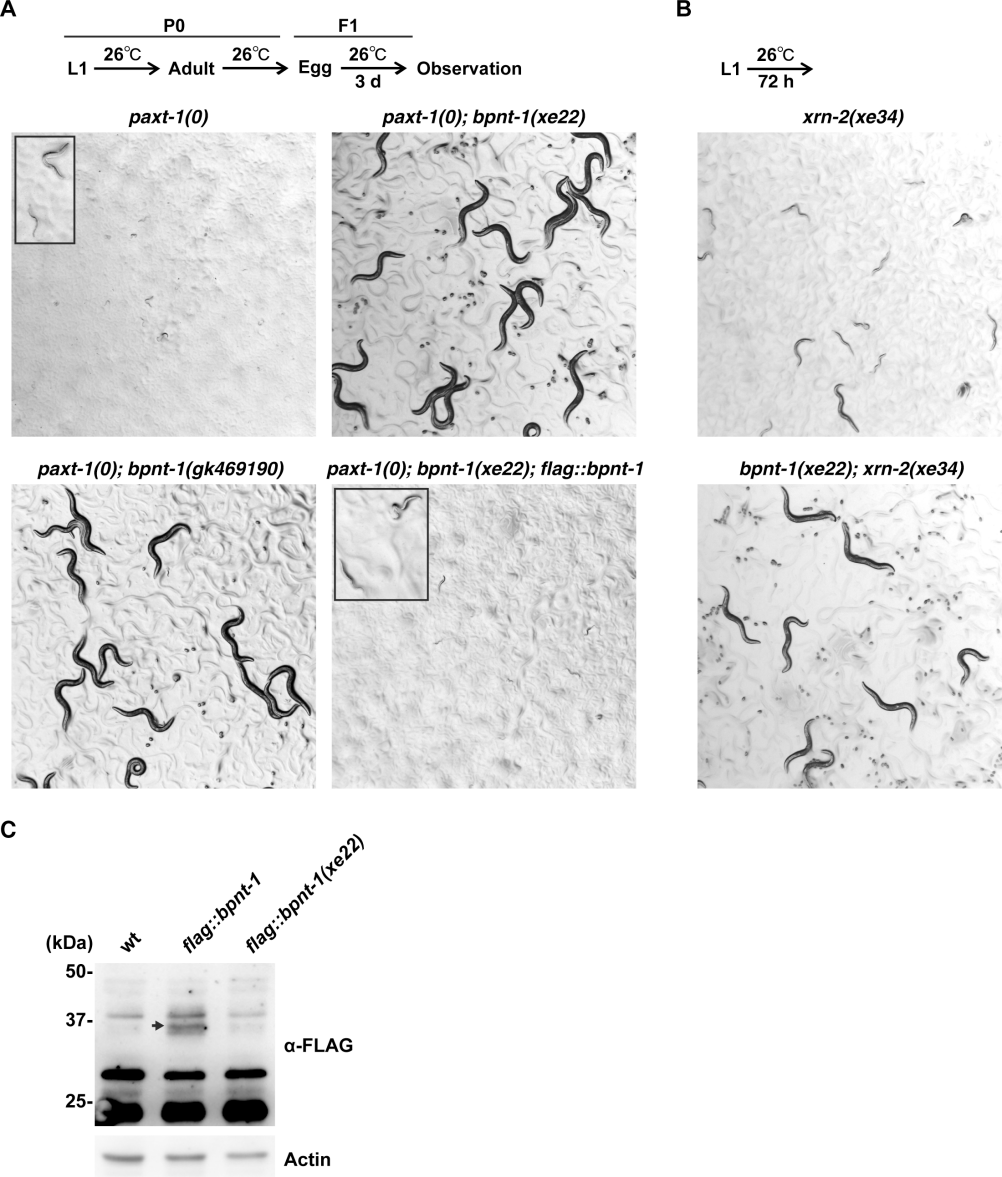
Loss of *bpnt-1* function rescues *paxt-1(0)* animals from larval arrest. (A) Animals of indicated genotypes were cultured at 26°C from L1 until egg laying. After 3 days, hatched progeny were observed by stereomicroscopy at the same magnification. Insets show arrested larvae observed at higher magnification. (B) Animals of indicated genotypes were cultured at 26°C from L1 for 72 hours and observed. (C) Wild-type (wt) N2, *flag*::*bpnt-1* or *flag*::*bpnt-1(xe22)* animals were cultured from L1 to L4 at 26°C for 30 hours and harvested. FLAG::BPNT1 and Actin were detected by western blot using anti-FLAG and anti-Actin antibodies, respectively. The arrow indicates FLAG::BPNT1.

The *C*. *elegans* BPNT1 protein consists of 319 amino-acids, and its molecular weight is estimated to be 34.4 kDa. The mutation identified in the *bpnt-1(xe22)* allele changes tryptophan at position 294 to stop (W294*). A strain with the same mutation, VC40114, had been isolated in the Million Mutation Project [26]. In order to confirm that the *bpnt-1(xe22)* allele was responsible for suppression of the *paxt-1(0)* phenotype, we removed unrelated mutations from the VC40114 strain by outcrossing three times followed by crossing the *bpnt-1(gk469190)* allele into the *paxt-1(0)* background. The *bpnt-1(gk469190)* allele, like the *bpnt-1(xe22)* allele, completely suppressed the larval arrest phenotype of *paxt-1(0)* (Fig 1A).

Given that BPNT1 negatively regulates a negative regulator of XRN2 PAP in yeast [16], it seemed possible that *xe22* encoded a gain-of-function allele that enhanced BPNT1 activity on PAP. However, when modeling *C*. *elegans* BPNT1 on the published crystal structure of rat BPNT1 [26], we noticed that truncation of the C-terminal region in BPNT1(W294*) would result in exposure of the central β-sheet domain to solvent, and thus presumably destabilize the protein (S2 Fig). To test this experimentally, we expressed FLAG-tagged protein in wild-type animals from the *flag*::*bpnt-1* and the *flag*::*bpnt-1(xe22)* transgenes, respectively, which we integrated in the same genomic locus using Mos1-mediated single copy insertion (MosSCI) [27]. As predicted, the FLAG-tagged wild-type BPNT1 was detected at the expected molecular size (~35 kDa), while the mutant protein was essentially absent (Fig 1C). Hence, these data suggested that *xe22* results in a loss- rather than gain-of-function allele. We confirmed this by crossing the single copy-integrated *flag*::*bpnt-1* transgene into *paxt-1(0); bpnt-1(xe22)* animals, which reinstated temperature-sensitive lethality (Fig 1A). Thus, *xe22* is a loss-of-function allele that confers suppression of *paxt-1(0)* mutant lethality.

### BPNT1 depletion increases mRNA and protein levels of XRN2 without stimulating its promoter activity

A major substrate of BPNT1 proteins is PAP, which inhibits activity of XRN2 [16]. Therefore, in a simple model, loss of BPNT1 function would promote inhibition of XRN2, and thus enhance rather than suppress the larval arrest phenotype caused by XRN2 depletion in the absence of PAXT-1. To understand the discrepancy between the model and the data, we examined whether XRN2 levels were altered in the *paxt-1(0); bpnt-1(xe22)* animals. XRN2 protein signal intensity was increased more than two-fold in both *bpnt-1(xe22)* and *paxt-1(0); bpnt-1(xe22)* animals as compared to wild-type animals at both normal and elevated temperatures, while it was reduced in *paxt-1(0)* animals as previously reported [23] (Fig 2A and 2B and S3 Fig). Thus, increased XRN2 levels upon BPNT1 depletion may prevail over a putative decrease in specific enzymatic activity. As this effect occurs independently of the presence of PAXT-1 and independently of temperature, subsequent experiments examined the effect of *bpnt-1* mutation in *paxt-1(+)*, i.e., wild-type, animals at 20°C.

**Fig 2:**
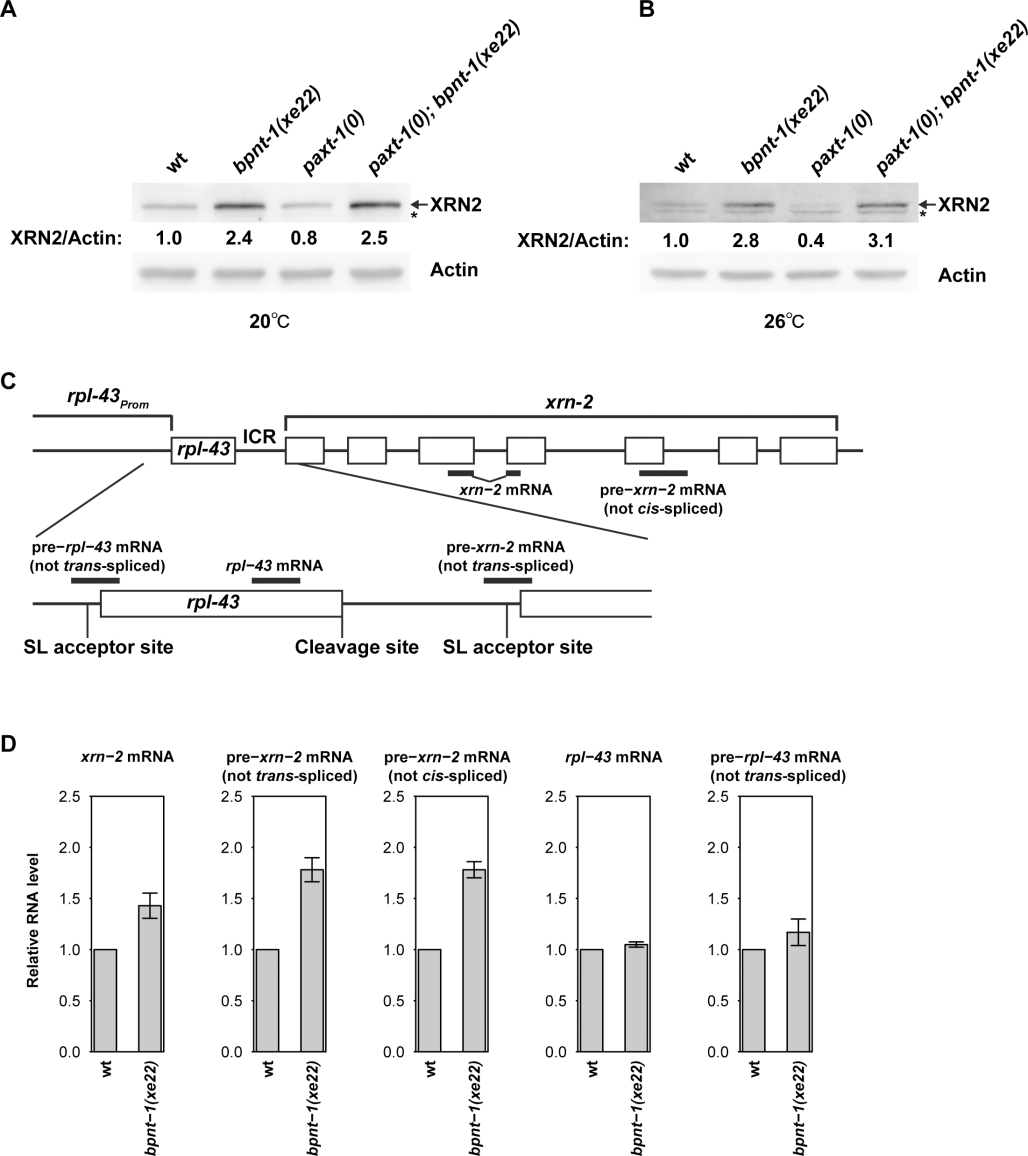
BPNT1 depletion increases *xrn-2* mRNA levels without stimulating its promoter activity. (A, B) wt, *bpnt-1(xe22)*, *paxt-1(0)*, and *paxt-1(0); bpnt-1(xe22)* animals were cultured from L1 to L4 for 40 hours at 20°C (A) or 30 hours at 26°C (B) before levels of XRN2 and Actin were detected by Western blot. XRN2 levels were normalized to actin levels and shown with values of wt defined as 1.0. Asterisks indicate unspecific bands. (C) Schematic representation of the *rpl-43~xrn-2* operon and the qPCR amplicons. Exons are shown as boxes, and qPCR amplicons as thick lines. SL acceptor sites and the 3‘ end cleavage site of *rpl-43* are indicated. (D) wt or *bpnt-1(xe22)* animals were cultured from L1 to L4 for 40 hours at 20°C. Levels of indicated pre-mRNA or mRNA were quantified by RT-qPCR and normalized to *act-1* mRNA levels with wild-type values defined as 1 (n = 3, means ± SEM). Values are shown in S1 Table.

In order to establish how BPNT1 depletion boosted accumulation of XRN2 proteins, we quantified *xrn-2* mRNA levels. We found them to be increased by approximately 40% in *bpnt-1(xe22)* animals relative to wild-type animals (Fig 2C and 2D), indicating that accumulation of XRN2 proteins in *bpnt-1(xe22)* animals results, at least in part, from an increase in its mRNA levels.

The *xrn-2* gene is the downstream gene in a two-gene operon (WormBase ID: CEOP2697), where *rpl-43* is the upstream (promoter-proximal) gene. However, transcriptional upregulation of the operon does not appear to account for the increase of XRN2 in the *bpnt-1* mutant animals. This is because both mature mRNA and pre-mRNA levels of *rpl-43* were unaltered by *bpnt-1(xe22)*. (Fig 2C and 2D; note that because pre-*rpl-43* does not contain an intron, we utilized the fact that it contains an outron, which is removed by *trans*-splicing, to quantify it.) In striking contrast, however, we observed a consistent upregulation of pre-*xrn-2* mRNA levels with two sets of specific primers (Fig 2C and 2D): one detected pre-*xrn-2* mRNA that had not undergone *trans*-splicing, the other detected pre-*xrn-2* mRNA that had not undergone *cis*-splicing, i.e., still contained an intron. Levels of both pre-mRNA products were increased by approximately 70% in *bpnt-1(xe22)* animals as compared to wild-type animals (Fig 2C and 2D). Thus, upregulation of *xrn-2* mRNA upon BPNT1 depletion occurs, at least in part, at pre-mRNA level prior to *trans*-splicing, but neither through transcriptional activation nor stabilization of the *rpl-43*_*xrn-2* polycistronic transcript.

### BPNT1 depletion induces XRN2 de-repression

To test whether the *xrn-2* gene body or its 3’ untranslated region (UTR) was dispensable for XRN2 regulation, we created a reporter construct that contained the promoter of *rpl-43*~*xrn-2* operon (*rpl-43*_*Prom*_) followed by the *rpl-43* gene body (*rpl-43*_*Body*_) and the *rpl-43*_*ICR*_. A sequence encoding green fluorescent protein (GFP) and the nuclear protein histone H2B with the 3’ UTR of the unrelated *unc-54* gene was fused to the construct, generating *rpl-43*_*Prom*_::*rpl-43*_*Body*_::*rpl-43*_*ICR*_::*GFP*::*H2B*::*unc-54 3’ UTR*. This and all subsequent reporter transgenes in this study have *GFP*::*H2B*::*unc-54 3’ UTR* (which we will thus omit when referring to transgenes in the following) and were inserted at an intergenic genomic locus on chromosome V by MosSCI. *rpl-43*_*Prom*_::*rpl-43*_*Body*_::*rpl-43*_*ICR*_ promoted ubiquitous GFP expression as we reported previously [22], where the construct was called *Pxrn-2*. However, the *bpnt-1(xe22)* allele increased the GFP signal in hypodermal cells and in vulval cells (Fig 3A and Table 1). Thus *rpl-43*_*Prom*_::*rpl-43*_*Body*_::*rpl-43*_*ICR*_ is sufficient to recapitulate *xrn-2* upregulation upon BPNT1 depletion.

**Fig 3:**
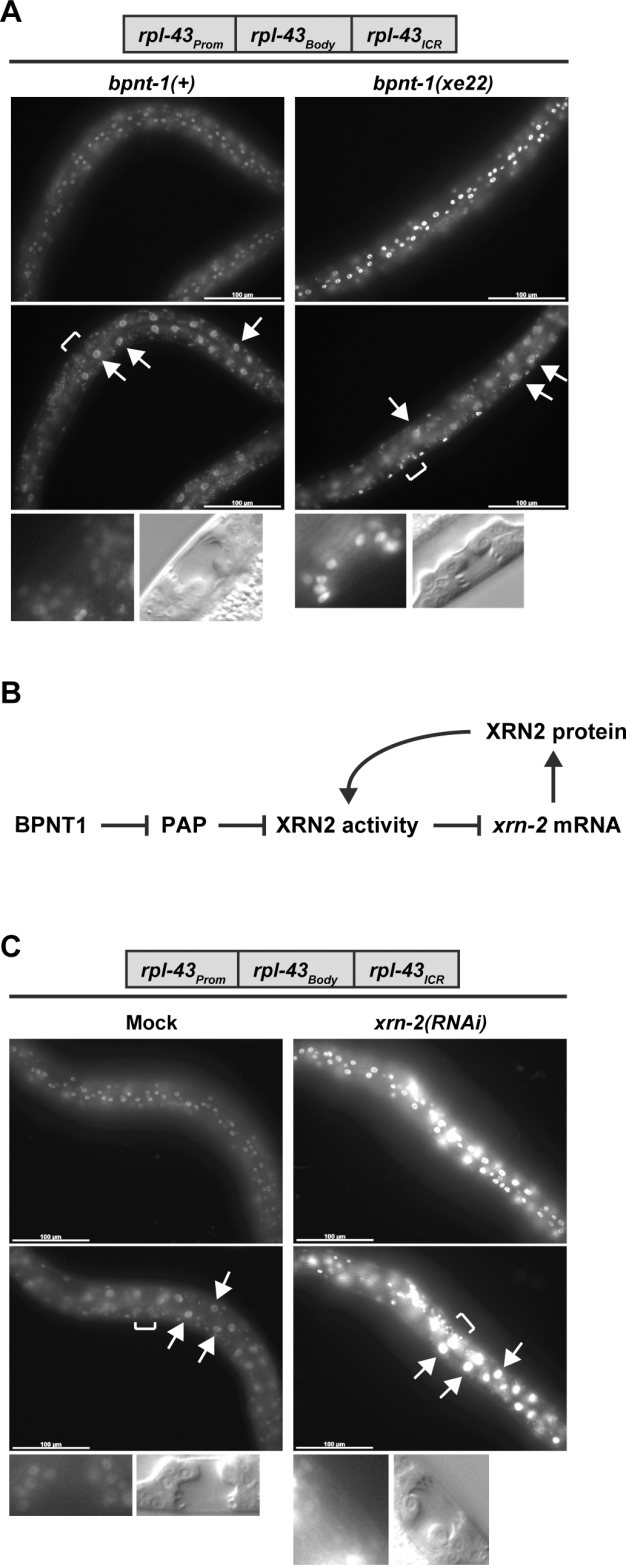
BPNT1 depletion induces XRN2 de-repression. (A) *rpl-43*_*Prom*_::*rpl-43*_*Body*_::*rpl-43*_*ICR*_ reporter animals in wild-type (*bpnt-1(+)*) or *bpnt-1(xe22)* genetic background were cultured from L1 to L4 for 40 hours at 20°C and observed. GFP signal was detected in hypodermal (top), intestinal (middle, arrows) and vulval (bottom) cells. Positions of vulvae are indicated by square brackets. Corresponding DIC images of mid-L4 stage vulvae are shown (bottom). Scale bar: 100 μm. (B) Diagram of an inferred BPNT1-XRN2 regulatory network. (C) *rpl-43*_*Prom*_::*rpl-43*_*Body*_::*rpl-43*_*ICR*_ reporter animals were exposed to mock or *xrn-2* RNAi from L1 to L4 at 20°C and observed. GFP signal was detected in hypodermal (top), intestinal (middle, arrows) and vulval (bottom) cells. Images are shown as described in (A).

**Table 1:** Effects of *xrn-2* knockdown or the *bpnt-1(xe22)* allele on reporter activities.

Reporter	Treatment	Tissue		
		Hypodermis	Intestine	Vulva
*rpl-43*_*Prom*_::*rpl-43*_*Body*_::*rpl-43*_*ICR*_	*xrn-2(RNAi)*	+	+	-
	*bpnt-1(xe22)*	+	-	+
	*xrn-2(xe34)*	+	+	+
*rpl-43*_*Body*_::*rpl-43*_*ICR*_	*xrn-2(RNAi)*	+	+	-
	*bpnt-1(xe22)*	-	-	-
*rpl-43*_*ICR*_	*xrn-2(RNAi)*	+	+	-
	*bpnt-1(xe22)*	-	-	-
	*xrn-2(xe34)*	+ (26°C)	-	-
*ran-4*_*Prom*_::*ran-4*_*Body*_::*ran-4*_*ICR*_	*xrn-2(RNAi)*	-	-	-
	*bpnt-1(xe22)*	-	-	-
*rpl-43*_*Prom*_::*rpl-43*_*Body*_::*ran-4*_*ICR*_	*xrn-2(RNAi)*	-	-	-
	*bpnt-1(xe22)*	-	-	-
*ran-4*_*Prom*_::*ran-4*_*Body*_::*rpl-43*_*ICR*_	*xrn-2(RNAi)*	+	+	-
	*bpnt-1(xe22)*	-	-	+
*ran-4*_*Prom*_::*ran-4*_*Body*_::*cri-3*_*ICR*_	*xrn-2(RNAi)*	+	+	+
	*bpnt-1(xe22)*	-	-	+

Effects of *xrn-2(RNAi)*, *bpnt-1(xe22)*, or *xrn-2(xe34)* on reporter activities in indicated tissues are summarized. +: upregulated; -: no obvious change.

The finding that loss of BPNT1 activity caused upregulation of *xrn-2*, while, presumably, decreasing XRN2’s enzymatic activity by enabling a build-up of inhibitory PAP, made us consider that *xrn-2* mRNA accumulation was a direct consequence of inhibition of XRN2 activity (Fig 3B). In support of this notion, we previously found that XRN2 inactivation led to accumulation of its mRNA [22]. Moreover, depletion of *xrn-2* by RNA interference (RNAi) upregulated the *rpl-43*_*Prom*_::*rpl-43*_*Body*_::*rpl-43*_*ICR*_ reporter as evidenced by an enhanced GFP signal in hypodermal cells (Fig 3C and Table 1). In contrast to BPNT1 depletion, XRN2 depletion also activated the reporter in intestinal cells (Fig 3C and Table 1), presumably reflecting differences in extents and kinetics of XRN2 inactivation through RNAi-mediated *xrn-2* mRNA depletion versus *bpnt-1* mutation in different tissues. Collectively, the data indicate that XRN2 autoregulates, and we propose that *bpnt-1* mutation may achieve XRN2 upregulation through this circuit.

### XRN2 depletion activates a cryptic promoter in the ICR between *rpl-43* and *xrn-2*

Since pre-*xrn-2* mRNA levels increase in *bpnt-1(xe22)* in the apparent absence of increased *rpl-43*_*Prom*_ operon promoter activity, we wondered if *rpl-43*_*ICR*_ might exhibit promoter activity. To test this, we utilized a reporter construct, *rpl-43*_*Body*_::*rpl-43*_*ICR*_, which lacked *rpl-43*_*Prom*_. As expected, this reporter did not show detectable GFP signal in untreated animals. However, XRN2 depletion induced GFP expression in the hypodermis and the intestine (Fig 4A and Table 1). This XRN2-sensitive activity was independent of *rpl-43*_*Body*_, as the *rpl-43*_*ICR*_ reporter, which contains only *rpl-43*_*ICR*_, yielded comparable results (Fig 4B and Table 1). Thus, there is a cryptic promoter in *rpl-43*_*ICR*_, which is silent under normal conditions, but activated upon XRN2 depletion.

**Fig 4:**
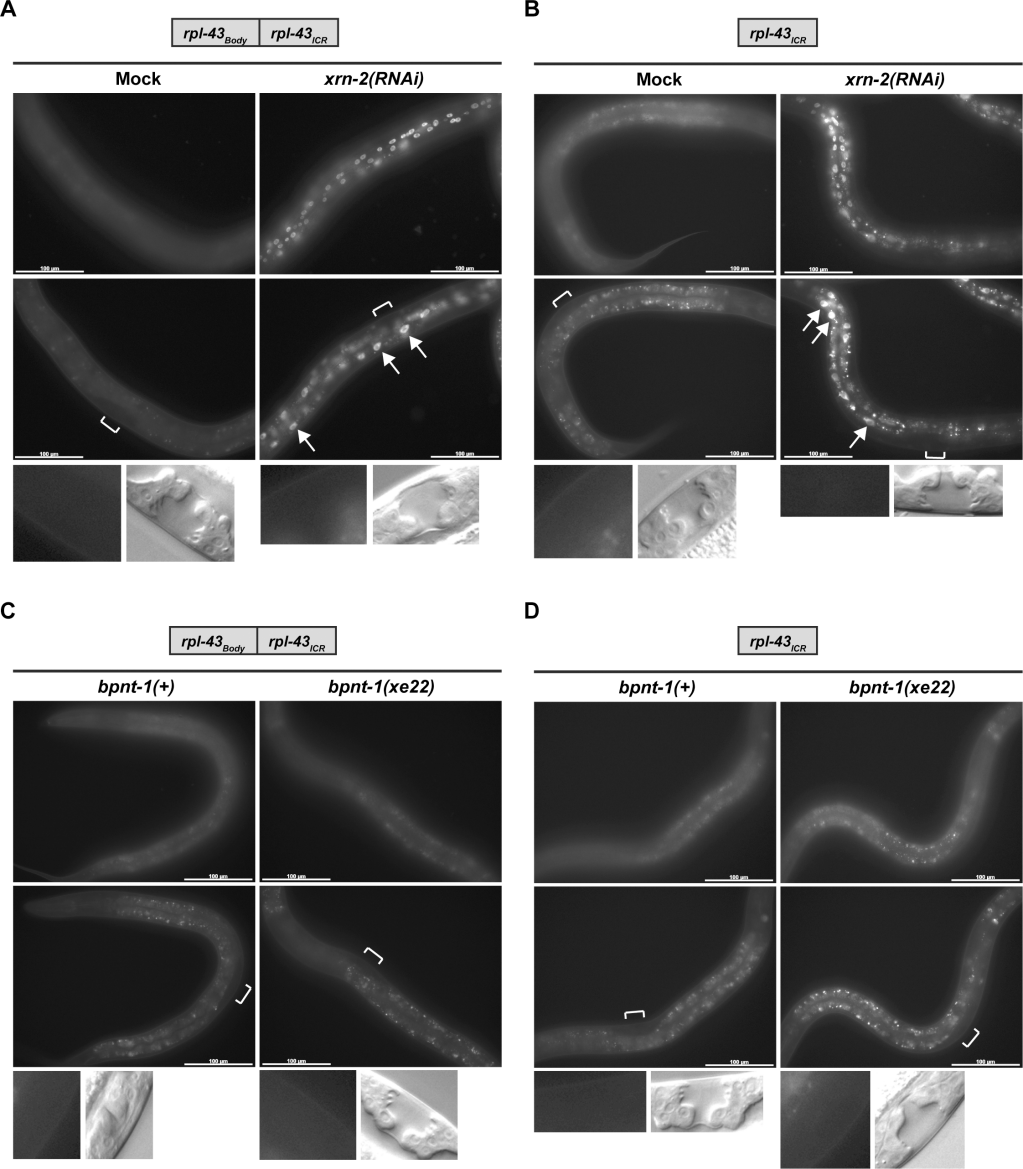
XRN2 depletion activates a cryptic promoter in the ICR between *rpl-43* and *xrn-2*. (A, B) Indicated reporter animals were exposed to mock or *xrn-2* RNAi from L1 to L4 at 20°C and observed. Upon XRN2 depletion, GFP signal was detected in hypodermal (top) and intestinal (middle, arrows) cells but not in vulval cells (bottom). Positions of vulvae are indicated by square brackets. Corresponding DIC images of mid-L4 stage vulvae are shown (bottom). Scale bar: 100 μm. (C, D) Indicated reporter animals in *bpnt-1(+)* or *bpnt-1(xe22)* genetic background were cultured from L1 to L4 at 20°C and observed. No signal was detected in hypodermal (top), intestinal (middle) or vulval (bottom) cells. Images are shown as described in (A).

### A second mechanism for XRN2 autoregulation depends on the *rpl-43*_*ICR*_ but not cryptic promoter activity

Although the above results establish a cryptic promoter in *rpl-43*_*ICR*_ as a mechanism of XRN2 autoregulation, surprisingly, this does not appear to be the mechanism through which BPNT1 modulates XRN2 levels. This is because BPNT1 depletion did not induce detectable GFP expression from either of the reporters, *rpl-43*_*Body*_::*rpl-43*_*ICR*_ or *rpl-43*_*ICR*_ (Fig 4C and 4D). Given that BPNT1 depletion upregulates the *rpl-43*_*Prom*_::*rpl-43*_*Body*_::*rpl-43*_*ICR*_ reporter (Fig 3A), there must be an another regulatory mechanism that requires transcription from an operon promoter and does not induce cryptic promoter activity.

In order to determine which element of *rpl-43*_*Prom*_::*rpl-43*_*Body*_::*rpl-43*_*ICR*_ is required for the second regulatory mechanism, we performed element-swapping assays. To this end, we selected the *ran-4~F43G9*.*13* operon (WormBase ID: CEOP1484), which appears unaffected by XRN2 depletion. Specifically, mRNA levels for the first two genes of this eight-gene operon are comparable for *xrn-2(RNAi)* and mock RNAi animals (Fig 5A). A reporter that consisted of the operon promoter (*ran-4*_*Prom*_), the *ran-4* gene body (*ran-4*_*Body*_) and the ICR between the first and the second genes (*ran-4*_*ICR*_) induced GFP expression in many cell types including those of hypodermis, vulva and intestine, and, as expected, neither XRN2 depletion nor the *bpnt-1(xe22)* allele had obvious effects on the expression (Fig 5B and 5C and Table 1).

**Fig 5:**
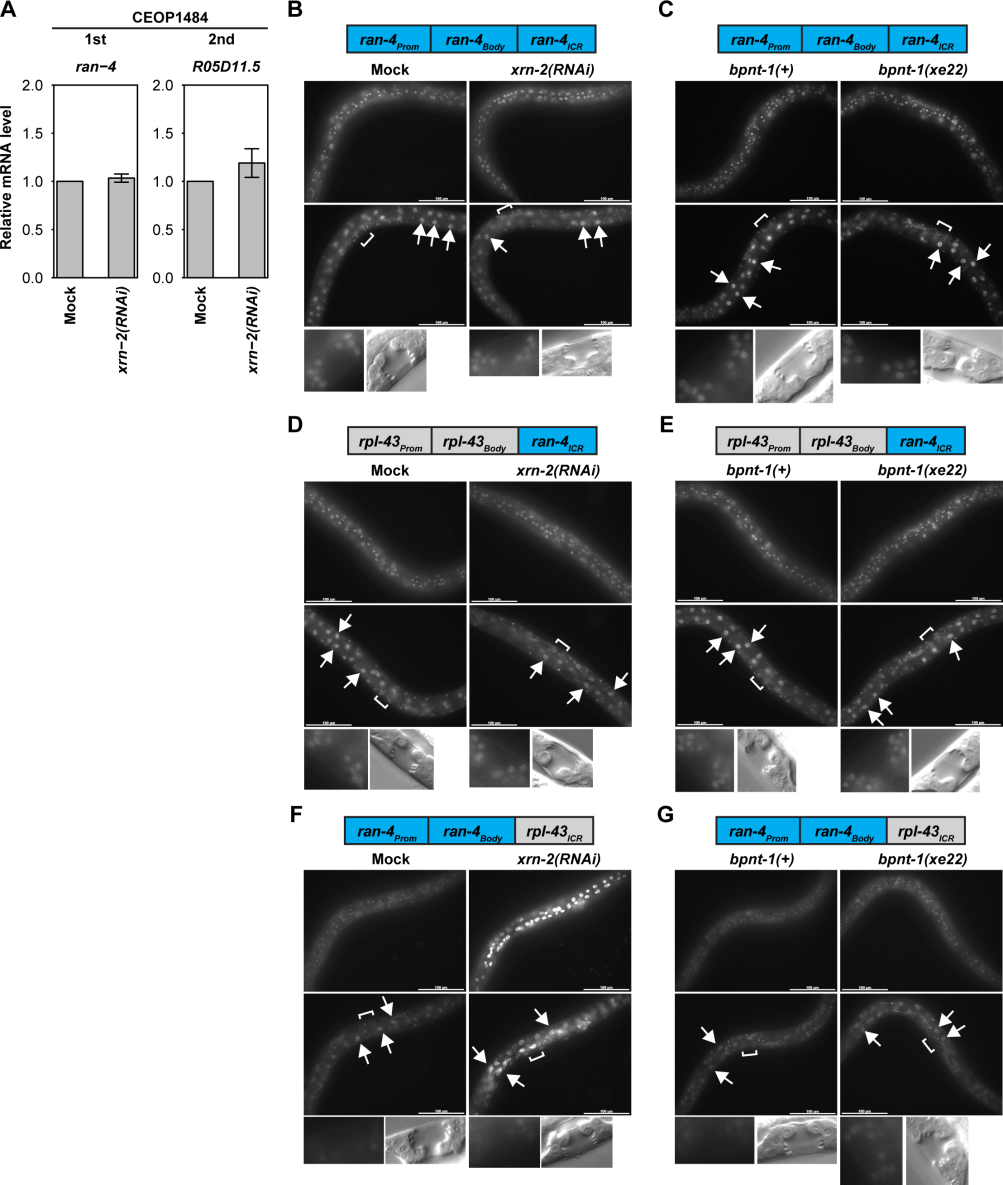
*rpl-43*_*ICR*_ is required while the operon promoter and the first gene are replaceable for XRN2 autoregulation. (A) wild-type animals were exposed to mock or *xrn-2* RNAi from L1 to L4 at 20°C. mRNA levels of *ran-4* and *R05D11*.*5* were quantified by RT-qPCR and normalized to *act-1* mRNA levels with mock values defined as 1 (n = 3, means ± SEM). Values are shown in S1 Table. (B, D, F) Indicated reporter animals were exposed to mock or *xrn-2* RNAi from L1 to L4 at 20°C and observed. GFP signal was detected in hypodermal (top), intestinal (middle, arrows) and vulval (bottom) cells. Positions of vulvae are indicated by square brackets. Corresponding DIC images of mid-L4 stage vulvae are shown (bottom). Scale bar: 100 μm. (C, E, G) Indicated reporter animals in *bpnt-1(+)* or *bpnt-1(xe22)* genetic background were cultured from L1 to L4 at 20°C and observed. GFP signal was detected in hypodermal (top), intestinal (middle, arrows) and vulval (bottom) cells. Images are shown as described in (B).

When we replaced *rpl-43*_*ICR*_ of the *rpl-43*_*Prom*_::*rpl-43*_*Body*_::*rpl-43*_*ICR*_ reporter by *ran-4*_*ICR*_, XRN2 autoregulation was abrogated: Neither depletion of XRN2 by RNAi nor mutation of *bpnt-1* caused an increase in GFP expression (Fig 5D and 5E and Table 1), suggesting that *rpl-43*_*ICR*_ is necessary for both autoregulatory mechanisms. To determine whether this element was also sufficient for autoregulation, we generated a *ran-4*_*Prom*_::*ran-4*_*Body*_::*rpl-43*_*ICR*_ reporter. This reporter showed markedly reduced GFP expression in a wild-type situation (Fig 5F) relative to the *ran-4*_*Prom*_::*ran-4*_*Body*_::*ran-4*_*ICR*_ reporter (Fig 5B), suggesting that *rpl-43*_*ICR*_ may reduce downstream transcript levels. XRN2 depletion enhanced GFP expression of the reporter in hypodermal and intestinal cells (Fig 5F and Table 1). Hence, *rpl-43*_*ICR*_ is both necessary and sufficient for XRN2 autoregulation.

To test specifically whether this ICR suffices to mediate also the cryptic promoter-independent mechanism utilized by BPNT1 for XRN2 regulation, we examined the effect of *bpnt-1* mutation. As shown in Fig 5G, BPNT1 depletion increased GFP expression in vulval cells. Consistent with the results from the *rpl-43*_*Prom*_::*rpl-43*_*Body*_::*rpl-43*_*ICR*_ reporter (Fig 3A), no obvious increase of GFP signal was observed in the intestine (Fig 5G and Table 1). Thus *rpl-43*_*ICR*_ is necessary and sufficient for both cryptic promoter-dependent and–independent XRN2 autoregulatory mechanisms. At the same time, the *bpnt-1* mutation causes strong hypodermal de-repression of *rpl-43*_*Prom*_::*rpl-43*_*Body*_::*rpl-43*_*ICR*_ but not *ran-4*_*Prom*_::*ran-4*_*Body*_::*rpl-43*_*ICR*_, possibly suggesting the participation of additional, context-dependent elements in different tissues, which remain to be identified.

### Two XRN2 repression mechanisms depend on different levels of XRN2 activity

The cryptic promoter in the *rpl-43*_*ICR*_ is de-repressed by *xrn-2* RNAi but not by BPNT1 depletion (Fig 4). Given that *xrn-2* RNAi causes developmental phenotypes such as slow growth [28] and a molting defect [29] while *bpnt-1(xe22)* animals show no obvious phenotype, we speculated that the cryptic promoter is de-repressed when XRN2 activity is severely reduced. To test this, we used the *xrn-2* temperature-sensitive allele, *xrn-2(xe34)* (S1 Fig). The *xrn-2(xe34)* allele increased GFP signal of the *rpl-43*_*Prom*_::*rpl-43*_*Body*_::*rpl-43*_*ICR*_ reporter in hypodermal, intestinal and vulval cells as compared to wild-type *xrn-2* (*xrn-2(+)*) both at 23°C (Fig 6A) and 26°C (Fig 6B). On the other hand, it activated the cryptic promoter in the *rpl-43*_*ICR*_ in hypodermal cells at 26°C (Fig 6D) but not at 23°C (Fig 6C). These results indicate that the *xrn-2(xe34)* allele promotes cryptic promoter-independent accumulation of *xrn-2* both at 23°C and 26°C, while it activates the cryptic promoter only at 26°C. To confirm that the cryptic promoter is inactive at 23°C, we examined *gfp* mRNA transcribed from the *rpl-43*_*ICR*_ by RT-qPCR. Since we failed to quantify its levels due to little or no expression in the presence of wild-type *xrn-2*, we examined its expression by RT-PCR (Fig 6E). At 23°C, *gfp* mRNA showed weak signal without a substantial difference between *xrn-2(+)* and *xrn-2(xe34)*. At 26°C, on the other hand, *gfp* mRNA showed elevated expression in the *xrn-2(xe34)* background. Thus, the two XRN2 repression mechanisms are alleviated at different thresholds of XRN2 activity, where activation of the cryptic promoter requires more severe reduction of XRN2 activity. Failed activation of the cryptic promoter in the intestine by *xrn-2(xe34)*, in contrast to *xrn-2* RNAi (Fig 4B), might be due to insufficient XRN2 inactivation by *xrn-2(xe34)* and/or very efficient intestinal XRN2 depletion through RNAi by feeding.

**Fig 6:**
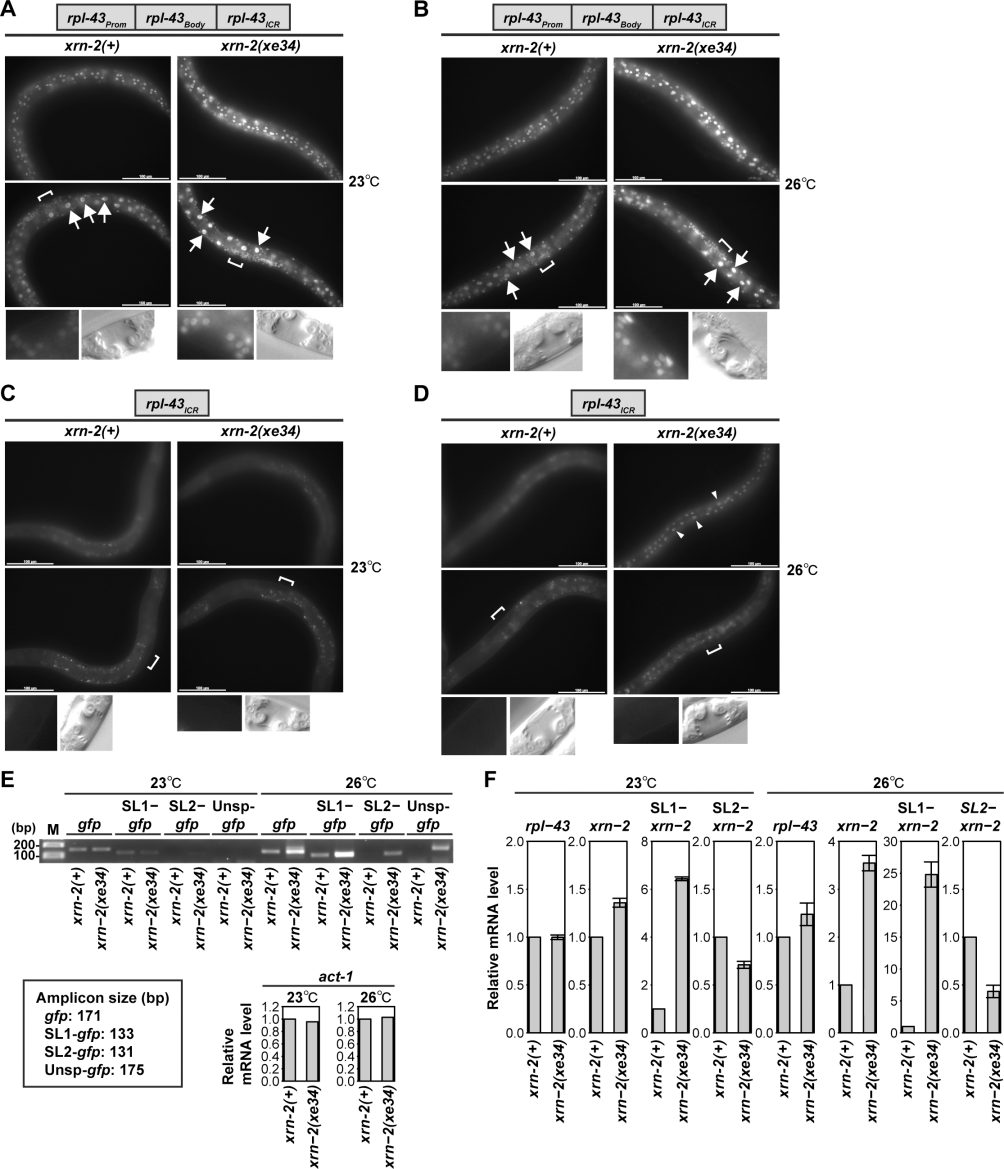
Two XRN2 repression mechanisms depend on different levels of XRN2 activity. (A-D) Indicated reporter animals in *xrn-2(+)* or *xrn-2(xe34)* genetic background were cultured from L1 to L4 at 23°C (A, C) or from L1 to L3 at 23°C followed by 26°C to L4 (B, D) and observed. Fluorescent images of hypodermal (top), intestinal (middle) and vulval (bottom) cells and corresponding DIC images of mid-L4 stage vulvae (bottom) are shown. Positions of vulvae are indicated by square brackets. Scale bar: 100 μm. (E, F) *rpl-43*_*ICR*_ reporter animals in *xrn-2(+)* or *xrn-2(xe34)* genetic background were cultured from L1 to L4 at 23°C and 26°C in the same way as (A) and (B), respectively. Images are shown as described in (A). Arrowheads indicate hypodermal signal. (E) Indicated *gfp* mRNAs were detected by RT-PCR with 40 cycles of amplification followed by agarose gel electrophoresis. Unsp: not *trans*-spliced, M: molecular weight marker. Amplicon sizes are shown below. Comparable levels of *act-1* mRNA in the template RNA were detected by RT-qPCR. (F) Levels of indicated endogenous mRNA species were quantified by RT-qPCR and normalized to *act-1* mRNA levels with values of *xrn-2(+)* animals defined as 1 (n = 3, means ± SEM). Values are shown in S1 Table.

It has been reported that non-promoter-proximal genes in operons obtain a cap at the 5’ end of their mRNA mainly by *trans*-splicing to the spliced leader RNA SL2 [1]. However, this spliced leader selection is not exclusive. A small portion of their mRNA is *trans*-spliced to SL1, and the proportion increases particularly for those that have an internal promoter in their upstream ICRs [5]. In order to see which spliced leader of *xrn-2* mRNA accumulates upon the cryptic promoter-independent XRN2 de-repression, we examined *xrn-2(xe34)* animals cultured at 23°C. While *rpl-43* mRNA showed no change, *xrn*-2 mRNA levels increased approximately 40% (Fig 6F). Surprisingly, despite the SL2 preference of downstream operonic genes, the 40% increase was a result of a 6-fold increase of SL1-*xrn-2* mRNA and a 30% reduction of SL2-*xrn-2* mRNA (Fig 6F). The SL2-to-SL1 shift proceeded further at 26°C, namely, a 25-fold increase of SL1-*xrn-2* mRNA and a 60% reduction of SL2-*xrn-2* mRNA resulted in a 3.5-fold increase of *xrn-2* mRNA (Fig 6F). Although the cryptic promoter was de-repressed in this condition and hence partially responsible for the increase of SL1-*xrn-2* mRNA, further reduction of SL2- *xrn-2* mRNA was likely to be a result of the other mechanism (Fig 6E and 6F).

### XRN2 controls polycistronic gene expression of a subset of operons

To see whether XRN2 regulates other operons in a similar way, we examined the effects of XRN2 depletion on operon gene expression globally by poly(A)-RNA sequencing (GEO ID: GSE79994; http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=kfwjugyizrkhdgt&acc=GSE79994). 

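Wild-type N2 animals were fed from L1 to L4 at 20°C on bacteria that make double-stranded RNA against *xrn-2*, or, for the mock, on bacteria carrying the insertless L4440 vector. Poly(A) RNA was sequenced from 2 cultures of each condition, named replicates 1 and 2, which gave 4 libraries. The mock cultures were collected after 40 to 42 h and the *xrn-2* RNAi cultures, which grow more slowly, after 48 to 52 h. According to the methods, the mid-L4 stage was checked by vulval morphology. The time on the food differs between the conditions in both replicates. The authors aligned the reads to the ce10 assembly with the qAlign function of QuasR, counted for each gene of the WormBase WS220 annotation the reads that overlap its exons, and deposited these counts without normalization for 20380 genes. Whether the counting used the strand of the reads is not stated in the methods, so that reads of genes overlapping on opposite strands may be shared between them. The counts sum to 41105706 in mock replicate 1 and to 41998429 in mock replicate 2. They sum to 48451504 in the *xrn-2* RNAi library of replicate 1 and to 43324340 in that of replicate 2. As in the methods, each library was scaled to the mean total, 8 was added and the values were log2-transformed. Fold changes were then taken within a replicate, so each rests on 1 library per condition. Changes over both replicates were tested with edgeR's quasi-likelihood test on the counts, with TMM normalization and the replicate as a block.

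No fewer reads of the targeted gene were counted upon RNAi. For *xrn-2*, 3993 reads were counted in mock replicate 1 and 5835 in the library labelled *xrn-2(RNAi)* of replicate 1, against 5948 and 5977 reads in replicate 2. Scaled to the mean library total, the *xrn-2* count was 5219 ± 1375 (SD, n = 2) in mock and 5648 ± 542 (SD, n = 2) in *xrn-2(RNAi)*. The log2 fold change of *xrn-2* was -0.14 (standard error 0.28, adjusted p = 0.893 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was 0.14 with total-count in place of TMM scaling, within its standard error of 0 in either case. Within the replicates, TMM scaling gave *xrn-2* a log2 fold change of 0.14 in replicate 1 and of -0.42 in replicate 2. The conditions are therefore given as the libraries are labelled.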

To identify XRN2-sensitive operons, we calculated fold changes for each gene upon *xrn-2 versus* mock RNAi, and plotted these for the second against the first gene for the 1388 annotated operons (Wormbase release: WS249) (Fig 7A, S5 Fig and S2 Table). 

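Fold changes of the second and first genes were recomputed from the deposited counts for the 1353 operons in the copy of S2 Table at hand, against the paper's 1388. In replicate 1, the median log2 fold change in the library labelled *xrn-2(RNAi)* was 0.26 for first genes and 0.24 for second genes. The difference between the second and the first gene had a median of 0.00 (quartiles -0.42 and 0.37, SD 0.76), and 668 of the 1353 operons lay above 0. In replicate 2, the median log2 fold changes were 0.26 and 0.37, the median difference was 0.11 (quartiles -0.24 and 0.43, SD 0.76), and 784 operons lay above 0. The first and second gene of an operon changed together to a limited extent, with a Pearson's r across operons of 0.32 in replicate 1 and 0.46 in replicate 2, while Spearman's rho was 0.30 and 0.27. Operons are not independent replicates, and no p-value is given. In replicate 1, the second gene's log2 fold change was larger by at least 1 in 83 operons, and the first gene's was larger by at least 1 in 93 operons. The corresponding numbers in replicate 2 were 97 and 68.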

Although this failed to provide a clear separation of XRN2-sensitive from XRN-2-insensitive operons, a subset of operons showed a greater extent of upregulation in the second gene than the first gene.

**Fig 7:**
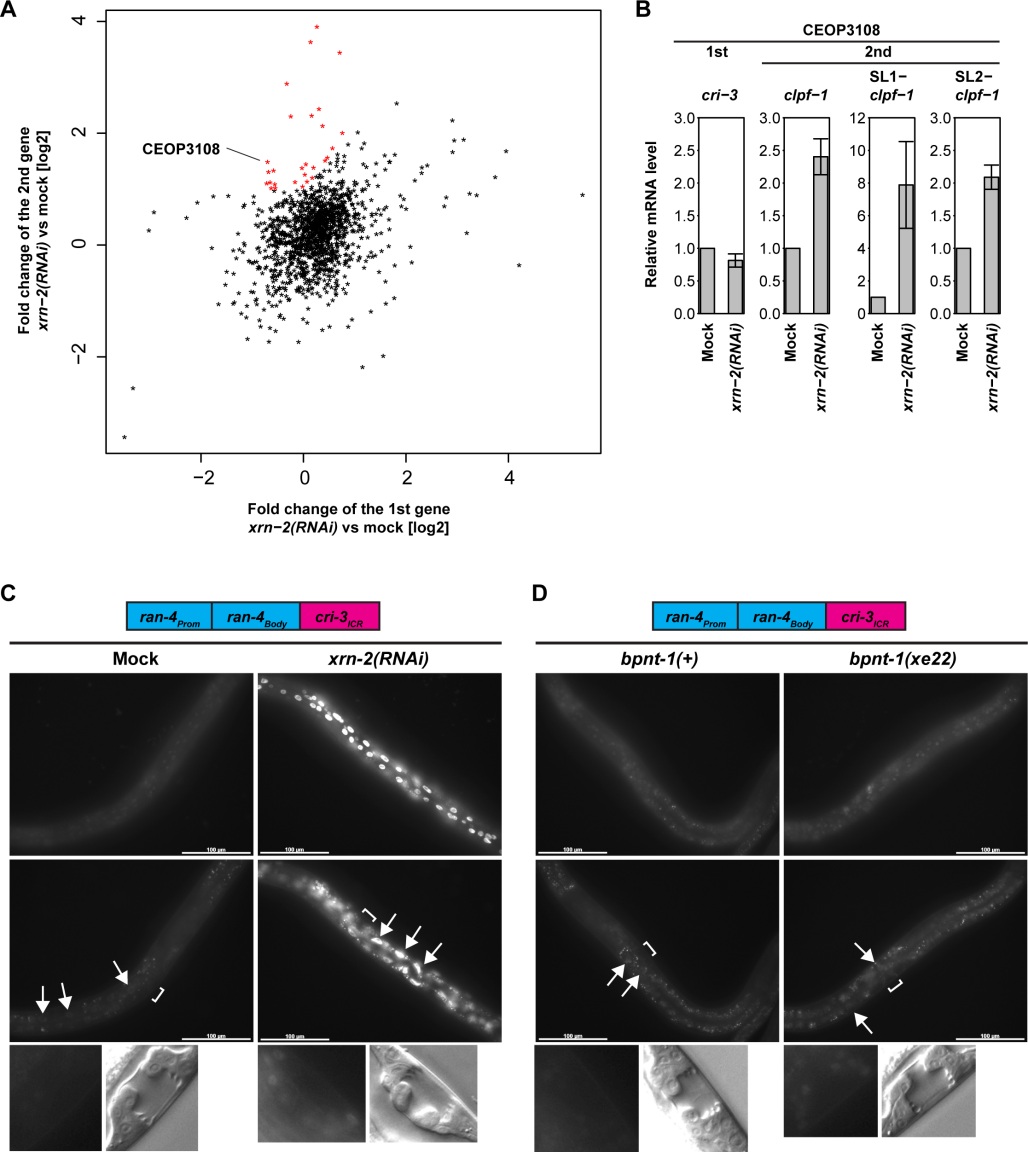
XRN2 controls polycistronic gene expression of a subset of operons. (A) wild-type animals were exposed to mock or *xrn-2* RNAi from L1 to L4 at 20°C. RNA was extracted, and poly(A)-RNA expression was examined by deep sequencing. Relative mRNA levels of the first and the second genes in operons were quantified. Fold changes of the second gene mRNA levels upon *xrn-2* RNAi are plotted against those of the first gene mRNA levels. Operons whose second gene mRNA showed a larger fold change than the first gene mRNA (cut-off as described in “Materials and Methods”) are shown in red. (B) wt animals were exposed to mock or *xrn-2* RNAi from L1 to L4 at 20°C. mRNA levels were quantified by RT-qPCR and normalized to *act-1* mRNA levels with control values defined as 1 (n = 3, means ± SEM). Values are shown in S1 Table. (C) *ran-4*_*Prom*_::*ran-4*_*Body*_::*cri-3*_*ICR*_ rerporter animals were exposed to mock or *xrn-2* RNAi from L1 to L4 at 20°C and observed. GFP signal was detected in hypodermal (top), intestinal (middle, arrows) but not in vulval (bottom) cells. DIC images of mid-L4 stage vulvae are shown (bottom). Scale bar: 100 μm. (D) *ran-4*_*Prom*_::*ran-4*_*Body*_::*cri-3*_*ICR*_ reporter animals in *bpnt-1(+)* or *bpnt-1(xe22)* genetic background were cultured from L1 to L4 at 20°C and observed. GFP signal was detected in hypodermal (top), intestinal (middle, arrows) and vulval (bottom) cells. Positions of vulvae are indicated by square brackets. Corresponding DIC images of mid-L4 stage vulvae are shown (bottom). Scale bar: 100 μm.

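In replicate 1, 27 of the 1353 listed operons passed the cut-off in the library labelled *xrn-2(RNAi)*. Their second genes rose by a log2 fold change of 1.02 to 3.91, with a median of 1.45, while the median of their first genes was 0.05 and 10 of the 27 first genes were lower than in mock. With first and second genes exchanged in the cut-off, 44 operons passed in replicate 1. In replicate 2, 52 operons passed the cut-off and 30 passed with the genes exchanged. This contrast was smaller under other scalings, with 34 against 26 for TMM and 33 against 26 for median-of-ratios scaling. The same cut-off applied between libraries of the same condition was passed by 24 operons for mock replicate 2 against mock replicate 1, and by 43 in the opposite direction. Between the *xrn-2(RNAi)* libraries it was passed by 8 operons for replicate 2 against replicate 1 and by 9 in the opposite direction. By the paper's matching, the mock libraries lie 4 h apart, at 32 h and 36 h. With TMM scaling 23 operons passed in replicate 1, against 30 and 37 between the mock libraries, and with median-of-ratios scaling 22, against 34 and 36. Of the 27 operons, 6 also passed for mock replicate 2 against mock replicate 1, and of the 44 with the genes exchanged 28 did so. Mock replicate 1 enters both comparisons, so these overlaps have no value to be set against. A fold change within a replicate compares 1 library with 1 other and has no test.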

Among the 27 XRN2-sensitive operons, 9 had relatively short (<150 nt) ICRs like the *rpl-43~xrn-2* operon (S2 Table). 

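Of the 27 operons past the cut-off in replicate 1, 9 had an ICR shorter than 150 nt in S2 Table. Among all 1353 listed operons, 703 (52.0%) had an ICR this short, and the median ICR was 131 nt against 335 nt for the 27. The 703 include the 140 operons with a negative listed length, while the 9 all had positive lengths. Of the 9 short-ICR operons, *pqm-96~dao-6*, *egl-44~F28B12.1* and *cri-3~clpf-1* had the largest differences between the second and the first gene in replicate 1. On the log2 scale these were 2.77, 2.65 and 2.21 in replicate 1, and 3.03, 2.96 and 1.17 in replicate 2. In replicate 2, *glr-6~F41B4.3* (1.79) lay above *cri-3~clpf-1*. The first gene of *pqm-96~dao-6* had at most 17 reads in a library, so its fold change depends on the pseudocount. The remaining 6 were *glr-6~F41B4.3*, *F44E2.9~F44E2.8*, *Y48G9A.3~C39B5.6*, *Y54E10BR.4~Y54E10BR.3*, *cec-5~F32E10.5* and *C37C3.2~C37C3.1*, with differences of 1.06 to 1.89 in replicate 1. All 9 kept a difference above 0 in replicate 2, and 3 of them passed the whole cut-off there. For comparison, the difference of *rpl-43~xrn-2*, whose ICR is 80 nt long in S2 Table, was 0.24 in replicate 1 and 0.11 in replicate 2, although the RNAi is directed against its second gene.

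Over both replicates, edgeR's quasi-likelihood test of whether the second gene changed by another fold than the first was past an adjusted p of 0.05 in 20 of the 1320 operons tested. The second gene rose more, or fell less, in 11 of them and the first gene in 9. Of the 24 operons past the cut-off in replicate 1 that could be tested, 5 were among the 20, and *egl-44~F28B12.1* was the short-ICR operon among these, with a difference of 2.89 (standard error 0.24, adjusted p = 0.0177). Without the replicate as a block, 0 operons passed, with 132 at an unadjusted p under 0.05. With DESeq2 and the same design 134 operons passed, among them 15 of the 24 and 6 of the 8 short-ICR operons tested. The paper classes the 27 operons as XRN2-sensitive from the larger fold change of the second gene in replicate 1, and reasons that those with a long ICR might be sensitive solely through an internal promoter.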

Since operons with long ICRs might show XRN2-sensitivity solely through activation of an internal promoter, we focused on operons with short ICRs. Of those, we selected the *cri-3~clpf-1* operon (WormBase ID: CEOP3108) whose first and second genes showed relatively strong expression for further examination (S2 Table). 

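The first gene of this operon, *cri-3* (WBGene00010303), is separated from *clpf-1* (WBGene00010304) by an ICR of 68 nt in S2 Table. Its scaled count was 11494 ± 2713 (SD, n = 2) in mock and 7298 ± 1333 (SD, n = 2) in the libraries labelled *xrn-2(RNAi)*. That of *clpf-1* was 1323 ± 141 (SD, n = 2) in mock and 2805 ± 957 (SD, n = 2) in *xrn-2(RNAi)*. By their mean scaled counts, *cri-3* lies above 96.0% and *clpf-1* above 79.9% of the 20380 genes. On the log2 scale, *cri-3* fell by 0.70 in replicate 1 and by 0.59 in replicate 2. *clpf-1* rose from 1223 to 3482 scaled reads in replicate 1 and from 1423 to 2128, or by 0.58 on the log2 scale, in replicate 2. With TMM scaling, the log2 fold change of *clpf-1* was 1.33 in replicate 1 and 0.19 in replicate 2.

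**Figure D1:**
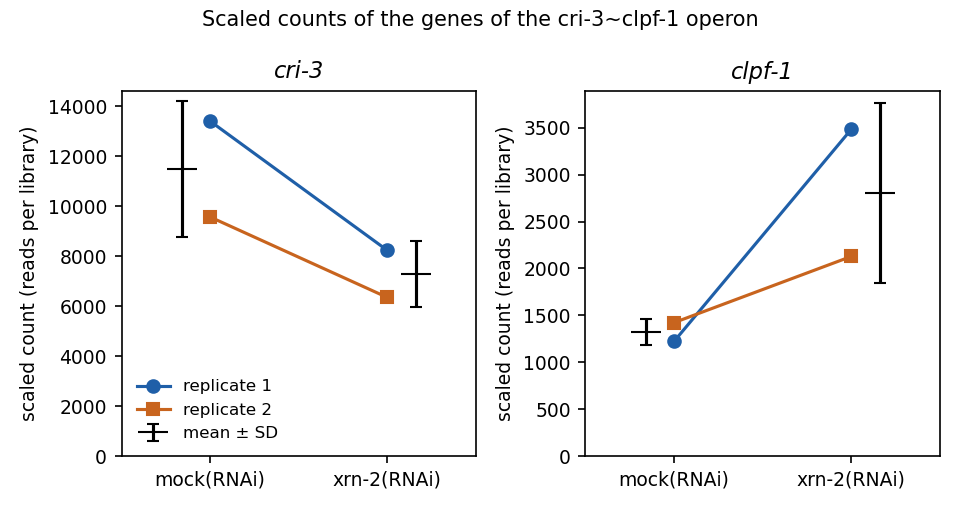
Scaled counts (reads per library after scaling to the mean library total; vertical axis from 0) of *cri-3* (left) and *clpf-1* (right) in mock(RNAi) and *xrn-2(RNAi)* libraries. Circles are replicate 1, squares are replicate 2, lines join the libraries of a replicate, and black bars are the mean ± SD of 2 libraries. *cri-3* is lower and *clpf-1* higher in the library labelled *xrn-2(RNAi)* of each replicate.

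Over both replicates, the log2 fold change was -0.93 for *cri-3* (standard error 0.26, adjusted p = 0.341 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.76 for *clpf-1* (standard error 0.39, adjusted p = 0.548). Neither gene passed an adjusted p of 0.05 by itself. With DESeq2 in place of edgeR, *cri-3* did (adjusted p = 2.99e-06), and over the edgeR and DESeq2 fits its adjusted p ranged from 2.99e-06 to 0.479. The difference between the genes was 1.69 (standard error 0.30, adjusted p = 0.0599 in edgeR's test across the 1320 operons), and 1 of the 3 operons that the paper names passed when adjusted over the list alone, *cri-3~clpf-1* with 0.0049, against 0 over all operons tested. Over the other fits, the adjusted p of this difference ranged from 2.83e-05 with DESeq2 to 0.378 without the replicate as a block. As the study selected this operon from these libraries, the former is not independent evidence.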

Quantification of their mRNA levels by RT-qPCR recapitulated the changes upon *xrn-2* RNAi (Fig 7B) or *xrn-2(xe34)*-mediated XRN2 inactivation (S4 Fig). In contrast to the *rpl-43_xrn-2* operon, both SL1- and SL2-*xrn-2* mRNAs were upregulated.

In order to examine whether the ICR between *cri-3* and *clpf-1* (*cri-3*_*ICR*_) is responsible for the susceptibility to XRN2 depletion, we replaced *ran-4*_*ICR*_ of the *ran-4*_*Prom*_::*ran-4*_*Body*_::*ran-4*_*ICR*_ reporter by the ICR between *cri-3* and *clpf-1* (*cri-3*_*ICR*_). Like *rpl-43*_*ICR*_, *cri-3*_*ICR*_ reduced the GFP signal of the reporter in a wild-type situation (Fig 7C) relative to the *ran-4*_*Prom*_::*ran-4*_*Body*_::*ran-4*_*ICR*_ reporter (Fig 5B). Moreover, XRN2 depletion increased GFP expression in hypodermal, intestinal and vulval cells (Fig 7C and Table 1), and BPNT1 depletion did so in vulval cells (Fig 7D and Table 1). Hence, *cri-3*_*ICR*_ provides another instance of an ICR that confers XRN2-sensitivity to an operon downstream gene.

## Discussion

### An autoregulatory loop explains an unexpected genetic interaction between *xrn-2* and *bpnt-1*

Loss of BPNT homologues enhances or recapitulates phenotypes of XRN mutant yeast [16] and plants [18, 19, 20, 21]. This is consistent with its molecular function of hydrolyzing, and thus inactivating, PAP, an inhibitor of XRN2 catalytic activity [16, 17, 30]. By contrast, and unexpectedly, we show here that loss of *bpnt-1* function can suppress lethality due to decreased XRN2 activity in *paxt-1(0)* animals. Formally, we cannot exclude that *C*. *elegans* BPNT1 differs in function from its orthologues in other eukaryotes. However, we prefer an alternative interpretation, namely that these data reveal an unanticipated, non-linear behavior of the XRN2 pathway. Such behavior was not readily inferable from previous biochemical and other knowledge on the pathway’s components, thus highlighting the value of unbiased, phenotype-based genetic screens. The interpretation is consistent with, first, conservation of BPNT1’s function from yeast to mammals [17, 30], second, structural conservation between the rat and *C*. *elegans* protein, and, third, most importantly, our elucidation of XRN2 autoregulatory pathways that can account for this non-linear behavior. Thus, XRN2 functions to reduce *xrn-2* mRNA levels and, conversely, loss of XRN2 function increases *xrn-2* expression. This negative feedback autoregulation functions as a buffer to keep XRN2 accumulation within a certain range. As XRN2 has multiple and essential functions in RNA metabolism and development, robust maintenance of XRN2 levels may be important to protect the organism from sudden changes in environment. XRN2 autoregulation then works in concert with other mechanisms that ensure robustness of XRN2 activity, such as its stabilization by PAXT-1 [23, 24]. Finally, the specificities that we observe in extent, spatial pattern, and mechanism of XRN2 upregulation under different conditions (Table 1) suggests a broad utility of these pathways in buffering XRN2 activity against perturbations of different extents and dynamics.

### Mechanisms of polycistronic gene regulation by XRN2

Autoregulation of XRN2 is facilitated, at least in part, by *xrn-2* being in an operon, as shown by the fact that we identify two mechanisms, both of which rely on the ICR between *xrn-2* and its upstream gene but on different thresholds of XRN2 activity for induction. The two mechanisms also differ with respect to their reliance on the upstream operon promoter. One mechanism can function in the absence of this promoter, suggesting that the ICR that separates *xrn-2* from *rpl-43*, although unusually short [5], contains a cryptic promoter the activity of which XRN2, directly or indirectly, counteracts. Based on published data from human cells, we may speculate on the underlying mechanism: Brannan *et al*. [31] reported human XRN2 to localize near the transcription start sites of some genes together with decapping proteins and the termination factor TTS2, and to terminate transcription by RNA polymerase II (Pol II) near promoter proximal sites. Based on these and additional observations, they proposed that XRN2 degrades a nascent transcript following decapping and dislodges Pol II from the DNA template. A similar mechanism might then repress transcription from the internal promoter of the *rpl-43*~*xrn-2* operon (Fig 8A).

**Fig 8:**
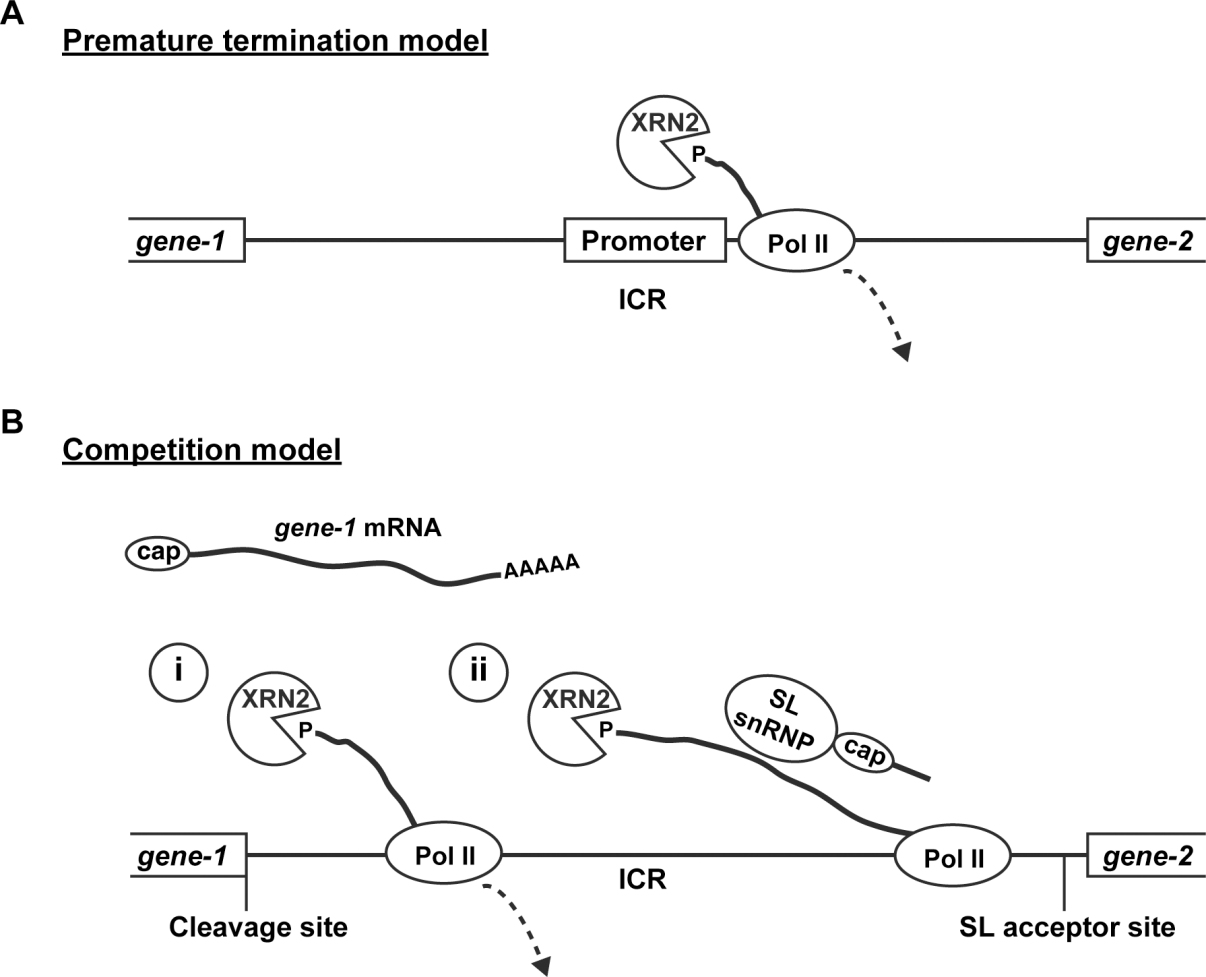
Mechanistic models for polycistronic gene regulation by XRN2. XRN2-mediated polycistronic gene regulation occurs through an (A) operon promoter-independent and (B) an operon-promoter-dependent mechanism. (A) Premature termination model. XRN2 degrades uncapped or decapped nascent RNA transcripts from a promoter in the ICR and terminates transcription at promoter proximal site. (B) Competition model. Following 3’ end cleavage of the upstream gene, XRN2 degrades the downstream fragment. Competition with (i) ongoing transcription by RNA pol II, whose activity XRN2 can terminate, or (ii) capping by *trans*-splicing determines production of *xrn-2* mRNA. SL indicates SL1 or SL2.

The second mechanism of XRN2 autoregulation requires both the ICR and the operon promoter. In the reporter assay, the operon promoter could be replaced by another promoter, suggesting that promoter specificity is not crucial for the autoregulation. Moreover, BPNT1 depletion, which could alleviate only the operon promoter-dependent repression mechanism, increased pre-mRNA levels of *xrn-2* without affecting those of *rpl-43*. We can envision two, not mutually exclusive, scenarios that would explain these observations. Both of these involve the catalytic activity of XRN2 to degrade 5’ monophosphorylated RNA and its competition with other processes (Fig 8B): Once pol II transcribes past the polyadenylation site (PAS) of the first gene, *rpl-43*, pre-*rpl-43* mRNA is cleaved and polyadenylated at the 3’ end and separated from the polycistronic transcript. This cleavage leaves a monophosphate at the 5’ end of the downstream transcript, which could be an XRN2 substrate until it becomes protected through acquisition of a 5’ cap structure present on the spliced leader sequence. In the first scenario, XRN2-mediated degradation would compete with *trans*-splicing-mediated stabilization of the pre-mRNA. In the second scenario, the competition would occur between XRN2 and RNA pol II. In this model, the ICR would permit or even promote some degree of transcription termination downstream of *rpl-43*. In yeast and mammalian cells, XRN2 promotes termination by degrading the transcript downstream of the PAS until it reaches RNA pol II, which causes dissociation of the polymerase from the DNA template and thus cessation of transcription [32].

Either mechanism would explain both the reliance on an upstream operon promoter and the ICR. At this point, our data cannot distinguish between these two mechanisms, and, and it seems indeed possible that both might operate in parallel. Given the *trans*-splicing of downstream operon genes to SL2 [5], we would have expected, but did not observe, a preferential increase in the levels of SL2 rather than SL1 *trans*-spliced transcripts if competition with *trans*-splicing were the major mechanism. However, since the specificity of SL2 over SL1 seems not absolute [5], it seems premature to discount this model. At the same time, the termination competition model clearly appeals from the view of parsimony, as it suggests that both the operon promoter-dependent and -independent processes converge on the same molecular mechanism, namely competition between transcription by RNA pol II and its (premature) termination by XRN2.

### Diversifying operonic gene expression through XRN2

In addition to *xrn-2*, numerous genes in *C*. *elegans* occur in operons, although the functional relevance of this gene architecture is less clear: Unlike in prokaryotes, genes in a *C*. *elegans* operon are typically functionally unrelated, and their mRNA levels are not necessarily comparable [9]. XRN2 may contribute to uncoupling of gene expression patterns of genes sharing an operon, as we show for the *cri-3*~*clpf-1* operon. It will thus be important to achieve a clearer separation of XRN2-sensitive and -insensitive operons to quantify the magnitude of the effect in future work. Knowledge and characterization of additional instances may then also reveal how generalizable the underlying mechanisms are. At this point, regulation of both the *rpl-43*~*xrn-2* and the *cri-3*~*clpf-1* operons through ICRs indeed implies shared mechanisms.

## Materials and Methods

### Strains

The Bristol N2 strain was used as wild-type. The VC40114 strain isolated in the Million Mutation Project [26] was obtained from the Caenorhabditis Genetics Center (University of Minnesota, MN, USA). Strains used are shown in S3 Table.

### Worm culture

*C*. *elegans* worms were cultured on Nematode Growth Medium (NGM) agar seeded with *Escherichia coli* OP50 according to the standard methods described previously [33].

### Cloning and site-directed mutagenesis

Cloning and site-directed mutagenesis were performed by PfuUltra II Fusion HS DNA Polymerase (Agilent Technologies, Santa Clara, CA, USA) according to the supplier’s protocol using specific primers (S4 Table). PCR-amplified or synthesized (Integrated DNA Technologies, Coralville, IA, USA) DNA fragments were inserted to vectors by Gateway Technology (Life Technologies, Carlsbad, CA, USA) or Gibson Assembly [34].

### Single-copy transgene insertion

DNA fragments were inserted into the pCFJ150 vector by Multisite Gateway Technology (Life Technologies) according to the supplier’s protocol. *Mos1*-mediated Single-Copy transgene Insertion (MosSCI) was performed according to the previous report using the EG8082 strain [27].

### EMS mutagenesis and whole genome sequencing

About 6,000 L4-stage *paxt-1(xe5)* worms were harvested, washed and incubated with 50 mM EMS in 6 ml of M9 buffer for 4 hours at room temperature. The worms were washed three times with M9 buffer and cultured at 25°C. The L3- or L4-stage larvae of the F1 generation were cultured at 26°C, and their progeny were screened for normal development. One mutant line that was maintainable at 26°C was isolated and backcrossed 6 times with the parental *paxt-1(xe5)* strain to remove unrelated mutations. Genomic DNA was extracted and purified using Gentra Puregene Tissue Kit (Qiagen, Venlo, Netherlands). DNA libraries were created from 50 ng of genomic DNA using Nextera DNA Library Prep Kit (Illumina, San Diego, CA, USA). The sequencing data were generated using a HiSeq 2500 (Illumina).

### Processing of sequence data and detection of sequence variants

Sequence data were processed following a similar workflow as described previously [35]. Sequence reads were aligned to the May 2008 *C*. *elegans* assembly (obtained from http://hgdownload.soe.ucsc.edu/goldenPath/ce6/chromosomes/) using ‘‘bwa” [36] (version 0.7.4) with default parameters, but only retaining concordant single-hit alignments (“bwa sampe -a 1000 -o 1000 -n 1 -N 0” and selecting alignments with ‘‘X0:i:1”). The resulting alignments were converted to BAM format, sorted and indexed using ‘‘samtools” [37] (version 0.1.19). In order to quantify contamination by Escherichia coli, reads were similarly aligned to a collection of *Escherichia coli* (*E*. *coli*) genomes (NCBI accession numbers NC_008253, NC_008563, NC_010468, NC_004431, NC_009801, NC_009800, NC_002655, NC_002695, NC_010498, NC_007946, NC_010473, NC_000913 and AC_000091), which typically resulted in less than 1% aligned reads. Potential PCR duplicates were identified and removed using Picard (version 1.115, http://broadinstitute.github.io/picard/), reducing the number of reads to 93% to 95%. Sequence variants were identified using GATK [38] (version 3.1.1) following recommended “best practice variant detection”: Initial alignments were first corrected by indel realignment and base quality score recalibration, followed by SNP and INDEL discovery and genotyping using “UnifiedGenotyper” for each individual strain using standard hard filtering parameters, resulting in a total of ~10,000 sequence variations in each strain compared to the reference genome. Finally, high quality (score > = 200) variants not identified in the parent strain (n = 172) were checked for sequence support in the parent strain, resulting in a final set of 56 suppressor-strain specific variants. Of those 6 were clustered in a ~160 kb region on chromosome II (4,309,302–4,468,036), which contained a nonsense mutation in the *bpnt-1* gene.

### Microscopy

Stereoscopic images were obtained with an M205A stereo microscope (Leica, Solms, Germany). DIC and fluorescent images were obtained using an Axio Observer Z1 microscope and AxioVision SE64 (release 4.8) software (Carl Zeiss, Oberkochen, Germany). For GFP reporter assays, presence or absence of differences in signal intensity between conditions were evaluated by visual inspection of at least twenty worms. Where this revealed consistent patterns of difference, fluorescence and DIC Images of at least five randomly selected worms per condition were acquired for hypodermis, intestine, and vulva, and examined. In the experiments for Figs 4A, 4B and 6D, this confirmed that all observed worms were GFP-negative in control and GFP-positive in genetically modified conditions, respectively, in the tissues indicated “+” in Table 1. In the experiments for Figs 4C, 4D and 6C, all observed worms were GFP-negative in control and genetically modified conditions. In the experiments for Figs 3A, 3C, 5F, 6A, 6B, 7C and 7D, GFP was observed in both control and genetically modified conditions, but worms in genetically modified conditions consistently showed stronger GFP signal than worms in control conditions in the tissues indicated “+” in Table 1. In these instances, we specifically selected images of worms that showed the strongest GFP-signal in control and the weakest GFP-signal in genetically modified conditions, respectively, for comparison (i.e., we compared images where the difference between the conditions would be minimal). These images, shown in S6 Fig, confirmed robust differences. Multiple images of vulvae are shown in S6 Fig for the experiment for Fig 7D, where GFP signal was present but weak in the genetically modified condition. Finally, in the experiment for Fig 5G, the strongest GFP signal in the control condition was comparable to the weakest GFP signal in the genetically modified condition. Hence, we tested further whether a robust difference was observed by arranging images for each condition from strongest to weakest, which confirmed overall strong GFP signal for only the genetically modified condition (S6 Fig). In other experiments, no obvious differences in GFP signal intensity or tissue specificity were observed between control and genetically modified conditions.

### Western blotting

About 6,000 worms were harvested, washed three times with M9, resuspended in 100 μl of SDS lysis buffer (63 mM Tris-HCl (pH 6.8), 5 mM DTT, 2% SDS, 5% sucrose) and heated for 5 min at 95°C, followed by sonication. After centrifugation at 10,000 x g for 10 min at 4°C the supernatant was collected. 100 μg of the extract was subjected to SDS-PAGE and Western blot. A rat anti-XRN2 antibody [22], a mouse anti-Actin antibody (clone C4, Millipore, Billerica, MA, USA) and a mouse anti-FLAG antibody (clone M2, Sigma-Aldrich, St. Louis, MI, USA) were used with 1,000-, 3,000- and 1,000-fold dilutions, respectively, followed by horseradish peroxidase-conjugated secondary antibody (GE Healthcare, Little Chalfont, UK) reaction. The membranes were treated with ECL Western Blotting Detection Reagents, and protein bands were detected by an ImageQuant LAS 4000 chemiluminescence imager (all GE Healthcare). Band intensities were quantified using the ImageJ software (NIH, Bethesda, MD, USA).

### RNAi

The RNAi clone against *xrn-2* was obtained from the Ahringer library [39]. RNAi was performed by the feeding method [40]: bacteria carrying the insertless L4440 RNAi vector were used as a negative control. Since *xrn-2* RNAi causes slow growth, worms were treated with control or *xrn-2* RNAi from L1 to L4 stage for 40~42 or 48~52 hours, respectively, at 20°C. Vulval morphology was observed to confirm mid-L4 stage.

### RNA preparation, RT-qPCR and poly(A)-RNA sequencing

Worms were harvested, washed three times with M9 medium, resuspended in 1 ml of TRI Reagent (Molecular Research Center, Cincinnati, OH, USA) and frozen in liquid nitrogen. Worms were broken open by five repeats of freeze and thaw using liquid nitrogen and a 42°C heating block, before RNA was extracted and purified according to the supplier’s protocol with the modification that RNA was incubated with 50% 2-propanol at -80°C overnight for efficient precipitation. The purified RNA was treated with DNA-free Kit (Thermo Fischer Scientific, Waltham, MA, USA) to remove DNA. For mRNA quantification by RT-qPCR, cDNA was generated from total RNA by ImProm-II Reverse Transcription System (Promega, Fitchburg, WI, USA) using oligo(dT)_15_ primers (for mature mRNAs) or random primers (for pre-mRNAs) according to the supplier’s protocol. RT-qPCR was performed with specific primers (S4 Table), the SYBR Green PCR Master Mix (Applied Biosystems), and the StepOnePlus Real-time PCR System. After 40 cycles of PCR amplification, some samples were subjected to agarose gel electrophoresis (Fig 6F). For poly(A)-RNA sequencing, libraries were prepared using the TruSeq Standard mRNA Library Prep Kit (Illumina, San Diego, CA, USA) and sequenced.

### Operon gene expression analysis

In order to make use of the most recent operon annotations from WormBase, RNA-sequencing reads were aligned to the October 2010 (ce10) *C*. *elegans* assembly from UCSC [40]. Alignments were performed using the qAlign function from the QuasR R package [41], with the reference genome package (“Bsgenome.Celegans.UCSC.ce10”) downloaded from Bioconductor (https://www.bioconductor.org/) and setting the parameter “splicedAlignment = TRUE”, which calls the SpliceMap aligner with default parameters [42]. The resulting alignments were converted to BAM format, sorted and indexed using Samtools [37] (version 1.2). Expression was quantified on a gene level using annotations downloaded from WormBase (version WS220, which corresponds to the ce10 assembly) (ftp://ftp.wormbase.org/pub/wormbase/releases/WS220/species/c_elegans/) by counting reads overlapping all annotated exons for each gene. Samples were normalized by the mean number of counts mapping to all exons, and gene-level counts were log_2_-transformed after adding a pseudocount of 8. 

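After this normalization, the median log2 fold change of the 13967 genes with a mean scaled count of at least 50 was 0.16 in replicate 1 and 0.34 in replicate 2. With TMM scaling it was -0.01 and -0.04, and with median-of-ratios scaling 0.02 and -0.06. The fold changes after scaling to the mean total therefore contain a common shift in the libraries labelled *xrn-2(RNAi)*, which bears on the requirement that a second gene be at least 2-fold upregulated, but hardly on the difference between the genes of an operon. The log2 fold changes recomputed from the deposited counts differed from those in S2 Table by at most 0.032 for any gene of the 1353 operons. The 10 genes with the most reads took 4.69% and 5.27% of the counts of mock and *xrn-2(RNAi)* in replicate 1, and 9.75% and 5.20% in replicate 2.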

Operon annotations were downloaded from WormBase (version WS249) (ftp://ftp.wormbase.org/pub/wormbase/releases/WS249/species/c_elegans/PRJNA13758/), comprising 1,388 operons in total. For each operon, the log_2_ fold-changes in expression for *xrn-2* RNAi vs mock were calculated for both the first and second gene in the operon (S2 Table). These log_2_ fold-changes were then compared to identify operons in which the second gene was preferentially up-regulated compared to the first in *xrn-2* RNAi conditions, using the criteria that the second gene had to be at least 2-fold upregulated in RNAi vs mock and that the difference in fold-change between the second and the first gene had to be at least 2. 

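A difference of at least 2, read as a 2-fold ratio of fold changes (a log2 difference of at least 1), gave 27 operons in replicate 1. Read as a log2 difference of at least 2, it gave 8, of which 3 had an ICR below 150 nt. With a pseudocount of 1 in place of 8, 39 operons passed. With TMM or median-of-ratios scaling 23 and 22 passed, and 22 passed among the 1278 operons whose genes both had a mean scaled count of at least 50. In 2 of the 27 operons, *F02H6.71~F02H6.4* and *C24A8.6~C24A8.5*, named after their values were seen, the first gene had 2 and 0 reads over the 4 libraries together. In *C45G9.13~C45G9.14*, the second gene had 2 reads in mock replicate 1 and 1 in mock replicate 2, against 130 and 152 in the libraries labelled *xrn-2(RNAi)*. Set against a floor of 3 reads, *C45G9.14* was at least 36.8-fold higher in replicate 1 and at least 49.1-fold higher in replicate 2.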

All computations were performed using R (version 3.2.2) in the RStudio environment (version 0.99.484).

Extensive rhythmic gene expression during *C*. *elegans* development may impact the results of differential expression analysis, as false positives or false negatives may be introduced if experimental and control samples are not well-matched in developmental time [43]. To determine the timing of our samples, after sequencing two replicates each of *xrn-2* RNAi and mock and quantifying the gene expression levels in each, we calculated the Pearson correlation coefficient between each sample and a previously-sequenced mRNA timecourse sampling L4 larval development at 25°C at hourly intervals for 16 hours. We then evaluated the timepoint to which each of our samples showed the highest correlation. We found one pair of *xrn-2* RNAi and mock samples that were well-matched (replicate 1), with each showing the highest correlation to the 32h timepoint (*xrn-2* RNAi: r = 0.96, mock: r = 0.98); the second pair (replicate 2) were less well-matched and showed the highest correlations to the 35h (*xrn-2* RNAi: r = 0.94) and 36h (mock: r = 0.96) timepoints. We therefore focused our analysis, as described above, on the replicate 1 pair. 

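The 4 libraries differed in ways other than the RNAi. Across the 13967 genes with a mean scaled count of at least 50, the Pearson correlation of log2 values was 0.918 between mock and *xrn-2(RNAi)* of replicate 1 and 0.847 between those of replicate 2. It was 0.776 between the mock libraries, the lowest of the 6 comparisons, and 0.938 between the *xrn-2(RNAi)* libraries, the highest. Mock replicate 2 had 1324 genes at least 2-fold higher and 2468 at least 2-fold lower than mock replicate 1. The corresponding numbers for *xrn-2(RNAi)* against mock were 1623 and 936 in replicate 1, and 2784 and 911 in replicate 2. The time course to which the libraries were matched was not analysed here.

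Tested over both replicates with the replicate as a block, 0 of 16178 genes had an adjusted p under 0.05 in edgeR's quasi-likelihood test, and 2020 had an unadjusted p under 0.05. The smallest adjusted p was 0.253. With DESeq2 in place of edgeR, 1273 genes were higher and 1456 lower in the libraries labelled *xrn-2(RNAi)* at an adjusted p under 0.05. On simulated counts where every gene had a dispersion of 0.209, about the common value estimated here, the edgeR fit recovered 2.5% of 200 changed genes. The simulated changes were a log2 of 2 in either direction. Genes with a smaller spread than this are not described by that percentage. A gene not called is not shown to be unchanged.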

We validated our initial results using the less well-matched pair by plotting the difference between the log fold-change of the second gene in operons and the log fold-change of the first gene in operons for each replicate against one another (S5 Fig). The correlation between the two replicates was 0.52; however, the majority of operons passing the cutoff for replicate 1, including the *cri-3~clpf-1* operon (CEOP3108), fell into the upper right quadrant of the plot, indicating that most of the expression changes were captured in both replicates.

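The differences between the second and first gene correlated between the replicates with a Pearson's r of 0.519 across the 1353 listed operons (Spearman's rho 0.514). The replicates share no library. Of the 27 operons past the cut-off in replicate 1, 24 had a difference above 0 in replicate 2, against 784 (57.9%) of all listed operons. Their median difference was 1.47 in replicate 1 and 0.85 in replicate 2, and 8 of the 27 passed the whole cut-off in replicate 2 as well. These were *C45G9.13~C45G9.14*, *pqm-96~dao-6*, *egl-44~F28B12.1*, *trap-3~eri-5*, *glr-6~F41B4.3*, *W08E12.7~W08E12.6*, *spt-5~K08E4.3* and *atn-1~srt-39*. The operon with the largest difference in replicate 1, *dlc-2~col-129* (3.71), had the lowest in replicate 2 (-2.61). The others at or below 0, named after their values were seen, were *F02H6.71~F02H6.4* (-0.05) and *C50F2.3~C50F2.2* (-0.23). Of the 44 operons that passed with the genes exchanged in replicate 1, 34 kept a difference below 0 in replicate 2.

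**Figure D2:**
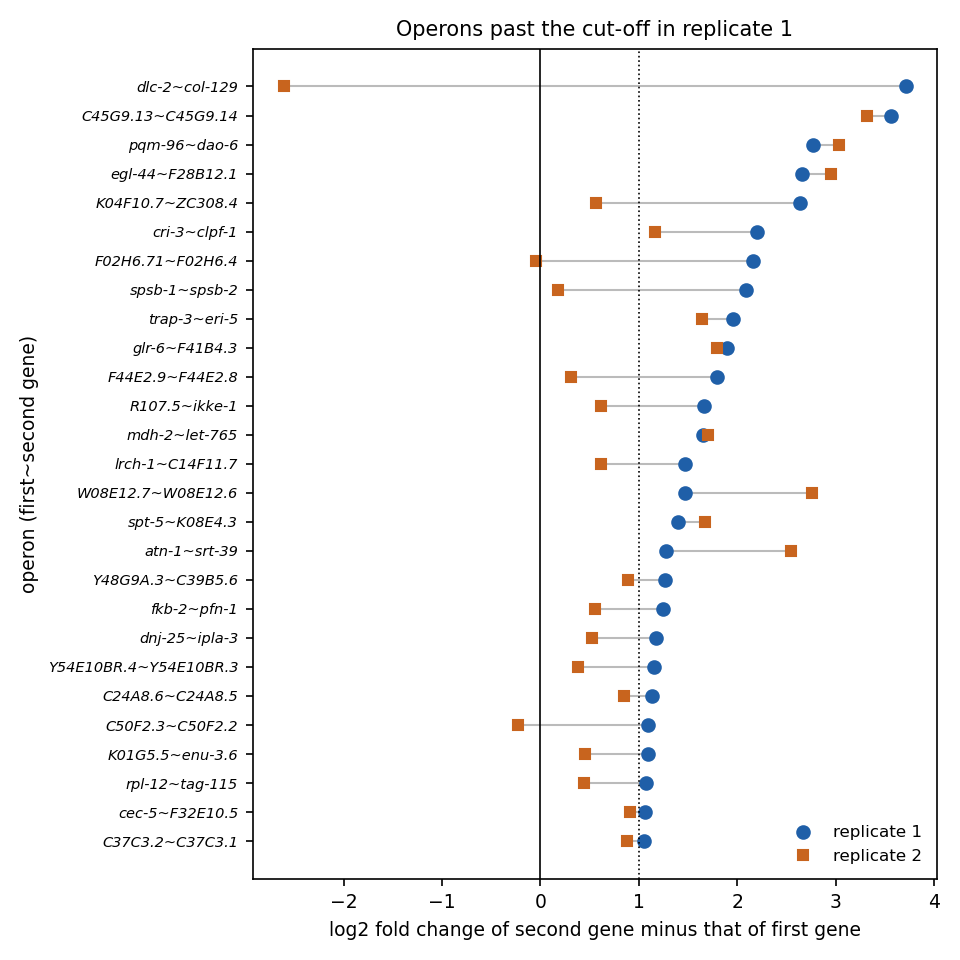
Difference between the log2 fold changes of the second and the first gene (horizontal axis, log2 units) for each of the 27 operons past the cut-off in replicate 1 (vertical axis), in replicate 1 (circles) and replicate 2 (squares). The solid line marks 0 and the dotted line the cut-off of 1. In replicate 2, 24 of the squares lie above 0 and 10 at or above 1.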

## Supporting Information

S1 Fig *xrn-2* temperature-sensitive mutant. wt, *xrn-2(xe34)* or *xrn-2(xe34); xrn-2*::*gfp* animals were cultured from L1 at 20°C, 23°C or 26°C for 72 hours and observed by stereomicroscopy at the same magnification. *xrn-2(xe34)* animals developed normally to adults at 20°C while were arrested and died as larvae at 26°C. The temperature-sensitive phenotype of *xrn-2(xe34)* animals were rescued by expression of GFP-fused wild-type *xrn-2* (*xrn-2*::*gfp*).
(PDF) Click here for additional data file.

S2 Fig Alignment of BPNT protein sequences. (A) Protein sequences of BPNT homologues in *S*. *cerevisiae* (Sc Hal2p), *R*. *norvegicus* (Rn Bpnt1) and *C*. *elegans* (Ce BPNT-1) are aligned by Clustal Omega (http://www.ebi.ac.uk/Tools/msa/clustalo/) and displayed by Jalview (http://www.jalview.org/).The most frequent amino acids are in blue, similar amino acids in light blue, based on BLOSUM62. Amino-acids numbers relative to the first methionine are shown. The *bpnt-1(xe22)* allele has a mutation that changes the 294th tryptophan to stop. (B) Structure of *R*. *norvegicus* Bpnt1. The corresponding region missing in the *C*. *elegans* BPNT-1(xe22/W294*) is shown in orange.
(PDF) Click here for additional data file.

S3 Fig Western blot raw data. (PDF) Click here for additional data file.

S4 Fig Effects of *xrn-2(xe34)* on the *cri-3_clpf-1* operon. *rpl-43*_*ICR*_ reporter animals in *xrn-2(+)* or *xrn-2(xe34)* genetic background were cultured from L1 to L3 at 23°C followed by 26°C to L4. Levels of indicated mRNA from the *cri-3_clpf-1* were quantified by RT-qPCR and normalized to *act-1* mRNA levels with values of *xrn-2(+)* animals defined as 1 (n = 3, means ± SEM). Values are shown in S1 Table.
(PDF) Click here for additional data file.

S5 Fig Operon gene expression analysis. See Fig 7A and Materials and Methods. The difference in log2 fold-change between the second gene and the first gene in operons is plotted for each replicate against the other. Operons above the cut-off in replicate 1 are shown in red. The Pearson correlation coefficient between the fold-change differences for the two replicates is shown in the upper left.
(PDF) Click here for additional data file.

S6 Fig Supporting data for GFP reporter assays. See Materials and Methods.
(PDF) Click here for additional data file.

S1 Table RNA quantification data. (XLSX) Click here for additional data file.

S2 Table Operon gene expression analysis data. See Materials and Methods. ICR lengths were determined based on annotated transcript start and end positions, which may not always be accurate, as reflected in negative numbers.
(XLSX) Click here for additional data file.

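ICR lengths were negative for 140 of the 1353 operons in the copy of S2 Table at hand. In these the annotated ends of the genes overlap, and reads counted on exons may be shared between the first and the second gene. The median ICR of the 1353 operons was 131 nt.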

S3 Table Strain information. (XLSX) Click here for additional data file.

S4 Table Primer information. (XLSX) Click here for additional data file.

# Supplementary material for: XRN2 Autoregulation and Control of Polycistronic Gene Expresssion in Caenorhabditis elegans
**Source:** PLoS Genet. 2016 Sep 15;12(9):e1006313. doi: 10.1371/journal.pgen.1006313

## S2 Figure

A

|           |     |                                                                                                     |     |
|-----------|-----|-----------------------------------------------------------------------------------------------------|-----|
| Sc Hal2p  | 1   | M A L E R E L L V A T Q A V R K A S L L T K R I Q - - - - - S E V I S H K D S T T I                 | 37  |
| Rn Bpnt1  | 1   | M A - - - - - S S H N V L M R L V A S A Y S I A Q K A G T I V R C V I A E G D L G I V               | 38  |
| Ce BPNT-1 | 1   | M F - - - - - N K A S F L T R L V A S S V R V S E A A G G L I K N V M A G G D L K I I               | 38  |
| Sc Hal2p  | 38  | T K - - - - N D N S P V T T G D Y A A Q T I I I N A I K S N F P D D K V V G E E S S S G L S D A - - | 81  |
| Rn Bpnt1  | 39  | Q K T - - - S A T D L Q T K A D R M V Q M S I C S S L S R K F P K L T I I G E E D L P P G E V D Q E | 85  |
| Ce BPNT-1 | 39  | D K S E H G S G Y D P Q T E A D R R A Q Y C I V Q S L Q K H F K N I N I I G E E E D T T A C P E - - | 86  |
| Sc Hal2p  | 82  | - F V S G I L N E I K A N D E V Y N K N Y K K D D F L F T N D Q F P L K S L E D V R Q I I D F G N Y | 130 |
| Rn Bpnt1  | 86  | L I E D G Q S E E I L - - K Q P C P S Q Y - - - - - S A -                                           | 106 |
| Ce BPNT-1 | 87  | - I E M G F S A D V L Q M E R L M S T E L - - - - - K N -                                           | 108 |
| Sc Hal2p  | 131 | E G G R K G R F W C L D P I D G T K G F L R G E - - - - - Q F A V C L A L I V D G V V Q L G         | 171 |
| Rn Bpnt1  | 107 | - I K E E D L V V W V D P V D G T K E Y T - - - - - E G L L D N V T V L I G I A Y E G K A I A G     | 148 |
| Ce BPNT-1 | 109 | - I Q E N D V V V W V D P L D G T S E V A L A V K N K N M A L L E Q V T V L I G I A Y K G R P V A G | 157 |
| Sc Hal2p  | 172 | C I G C P N L V L S S Y G A Q D L K G H E S F G Y I F R A V R G L G A F Y S P S S D A E S W T K I H | 221 |
| Rn Bpnt1  | 149 | I I N Q P - - - - - Y Y N Y Q A G P D A V L G R T I W G V L G L G A F G F Q L K E A P A G K H I     | 192 |
| Ce BPNT-1 | 158 | I I H Q P - - - - - Y H E - - - - - K L G R T V W A I Q G C G V H G V V P A T G N A Q - K I V       | 193 |
| Sc Hal2p  | 222 | V R H L K D T K D M I T L E G V E K G H S S H D E Q T A I K N K L N I S K S L H L D S Q A K Y - - C | 269 |
| Rn Bpnt1  | 193 | T T T R S H S N K L - - - - - V T D C I A A M N - - - - P D N V L R V G G A G N K I I               | 226 |
| Ce BPNT-1 | 194 | V T T R S H L S E S - - - - - V S N A L E A L K - T R N L A D S V E K V G G A G F K V L             | 231 |
| Sc Hal2p  | 270 | L L A L G L A D V Y L R L P I K L S Y Q E K I W D H A A G N V I V H E A G G I H T D A M E D V P L D | 319 |
| Rn Bpnt1  | 227 | Q L I E G K A S A Y - - - - V F A S P G C K K W D T C A P E V I L H A V G G K L T D I H - G N P L Q | 271 |
| Ce BPNT-1 | 232 | K V L E G C - A A Y - - - - V F A S A G C K K W D T C A V E A V L T A A G G T L T D I S - G R D I R | 275 |
| Sc Hal2p  | 320 | F G N G R T L A - T K G V I A S S G - - - - - P R E L H D L V V S T S C D V I Q S R N A             | 357 |
| Rn Bpnt1  | 272 | Y D K E V K H M N S A G V L A A L R N - - Y E Y Y A S R V P E S V K S A L I P - - - - -             | 308 |
| Ce BPNT-1 | 276 | Y E P G V Q L N N T G G V L A T A S W V K H K D Y I D T I P Q E I K N M L P E I S S K K - - - - -   | 319 |

↓ *bpnt-1(xe22)*  
Stop

B

*Rattus norvegicus* Bpnt1

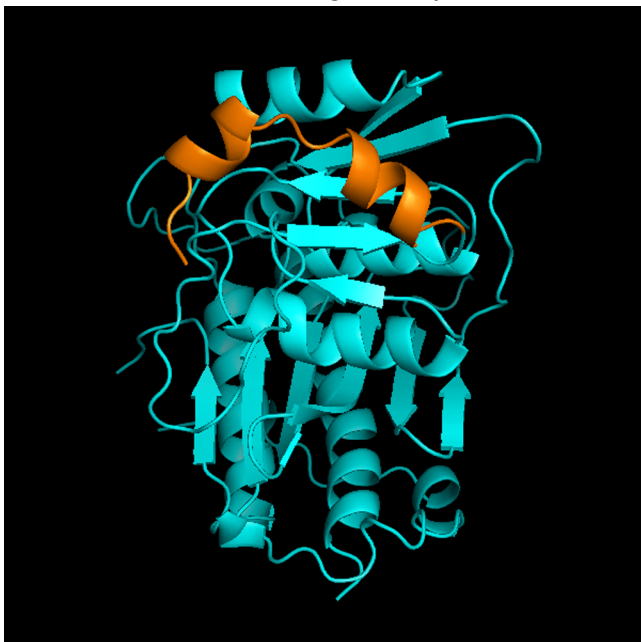

**Supplement:** S2 Fig — (A) Protein sequences of BPNT homologues in S. cerevisiae (Sc Hal2p), R. norvegicus (Rn Bpnt1) and C. elegans (Ce BPNT-1) are aligned by Clustal Omega (http://www.ebi.ac.uk/Tools/msa/clustalo/) and displayed by Jalview (http://www.jalview.org/).The most frequent amino acids are in blue, similar amino acids in light blue, based on BLOSUM62. Amino-acids numbers relative to the first methionine are shown. The bpnt-1(xe22) allele has a mutation that changes the 294th tryptophan to stop. (B) Structure of R. norvegicus Bpnt1. The corresponding region missing in the C. elegans BPNT-1(xe22/W294*) is shown in orange.

# Supplementary material for: XRN2 Autoregulation and Control of Polycistronic Gene Expresssion in Caenorhabditis elegans
**Source:** PLoS Genet. 2016 Sep 15;12(9):e1006313. doi: 10.1371/journal.pgen.1006313

See Fig 3A

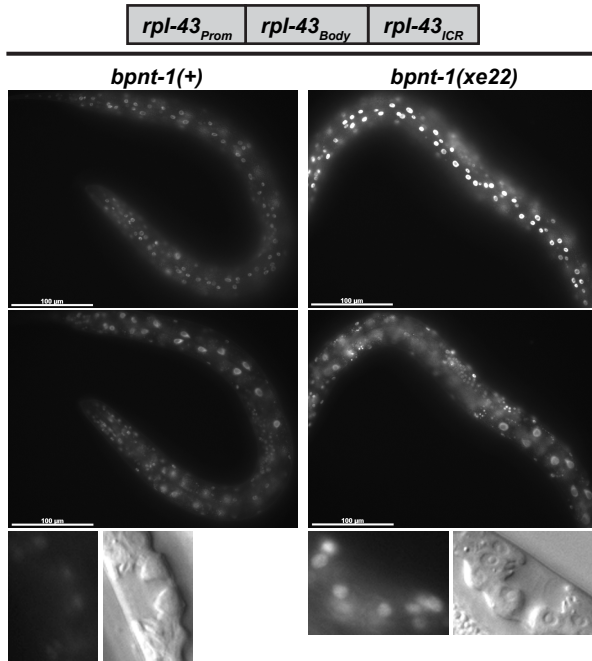

See Fig 3C

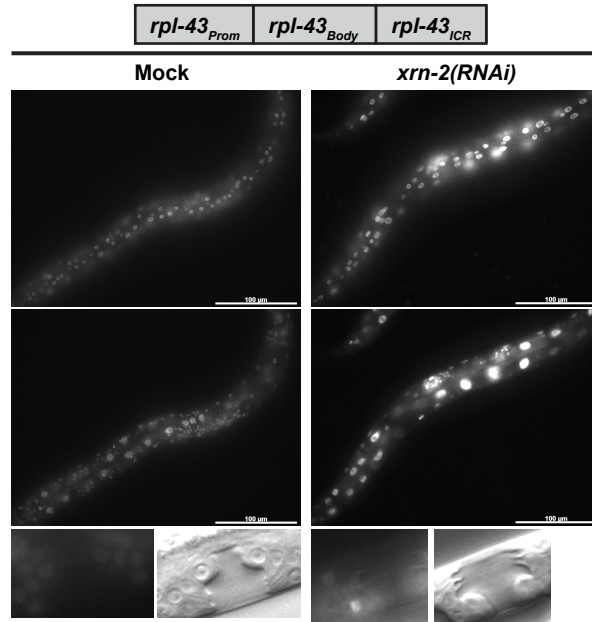

See Fig 5F

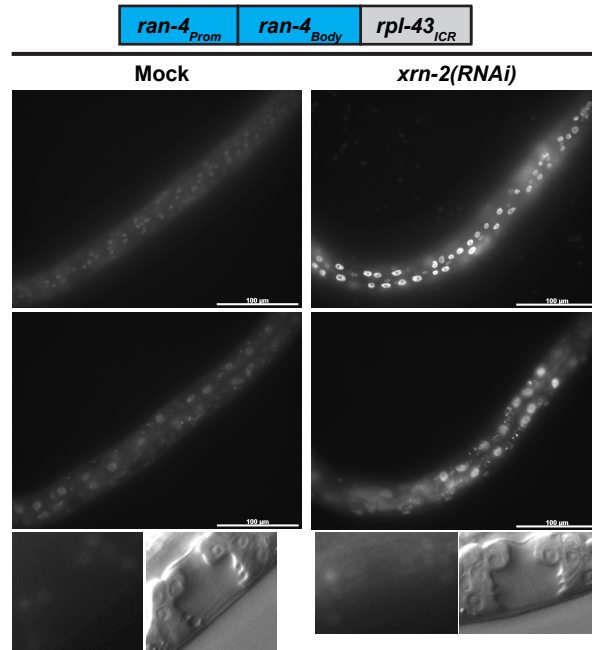

See Fig 7C

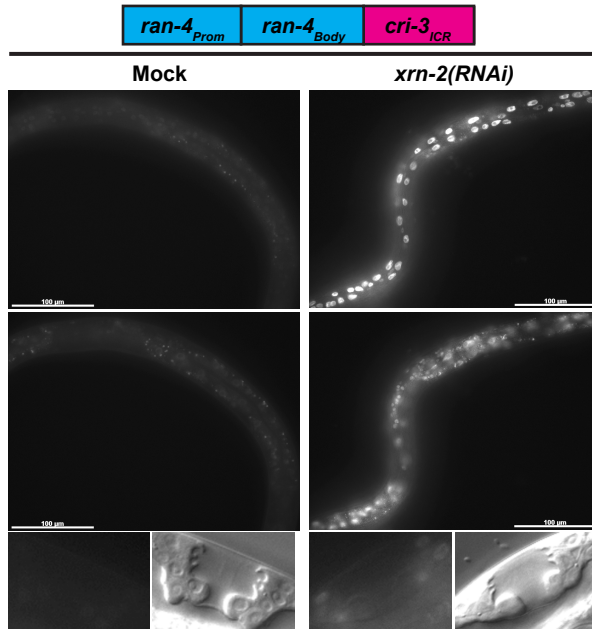

See Fig 6A

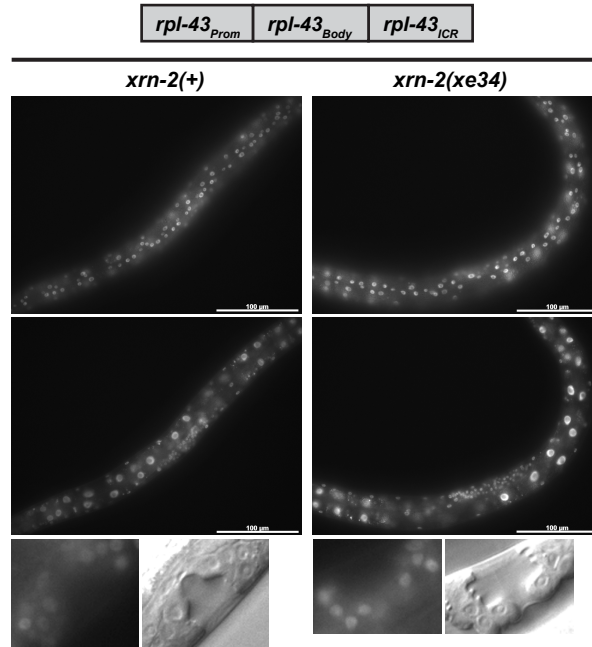

See Fig 6B

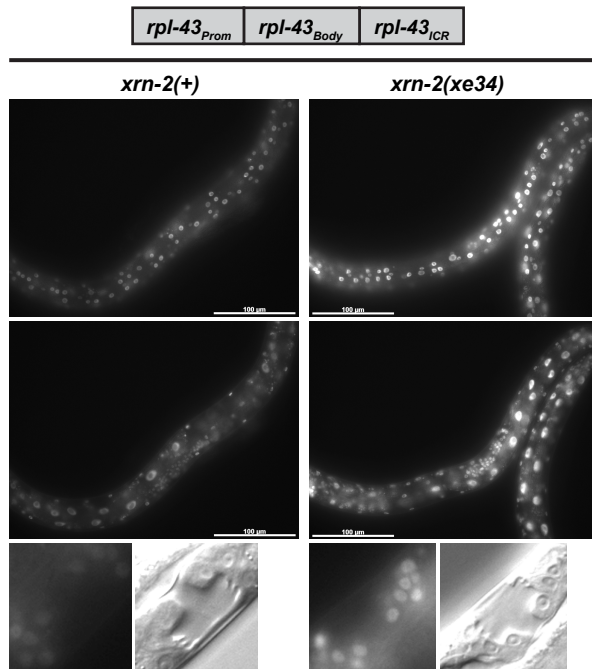

23°C

26°C

See Fig 5G

|                              |                              |                              |
|------------------------------|------------------------------|------------------------------|
| <i>ran-4</i> <sub>Prom</sub> | <i>ran-4</i> <sub>Body</sub> | <i>rpl-43</i> <sub>ICR</sub> |
|------------------------------|------------------------------|------------------------------|

*bpnt-1*(+)

*bpnt-1*(xe22)

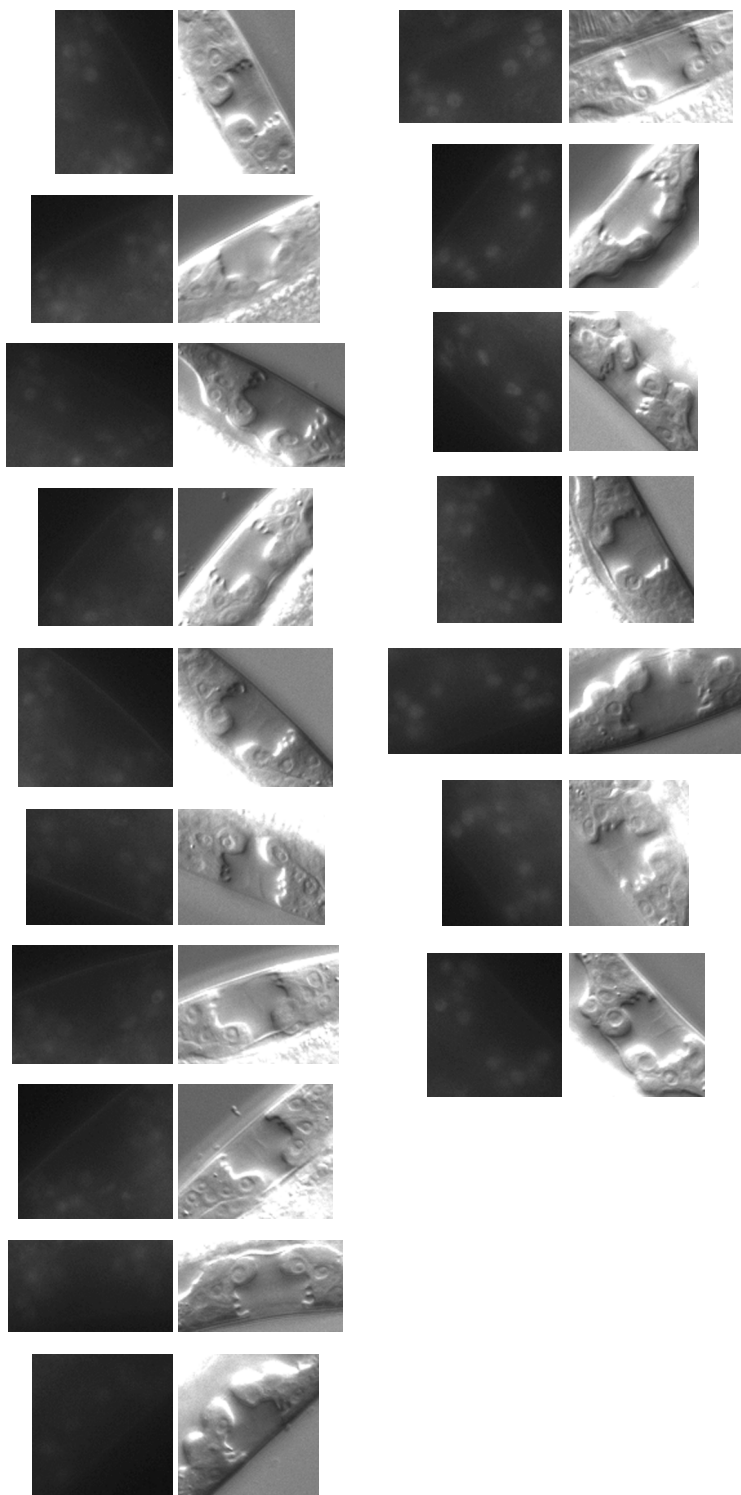

See Fig 7D

|                              |                              |                             |
|------------------------------|------------------------------|-----------------------------|
| <i>ran-4</i> <sub>Prom</sub> | <i>ran-4</i> <sub>Body</sub> | <i>cri-3</i> <sub>ICR</sub> |
|------------------------------|------------------------------|-----------------------------|

*bpnt-1*(+)

*bpnt-1*(xe22)

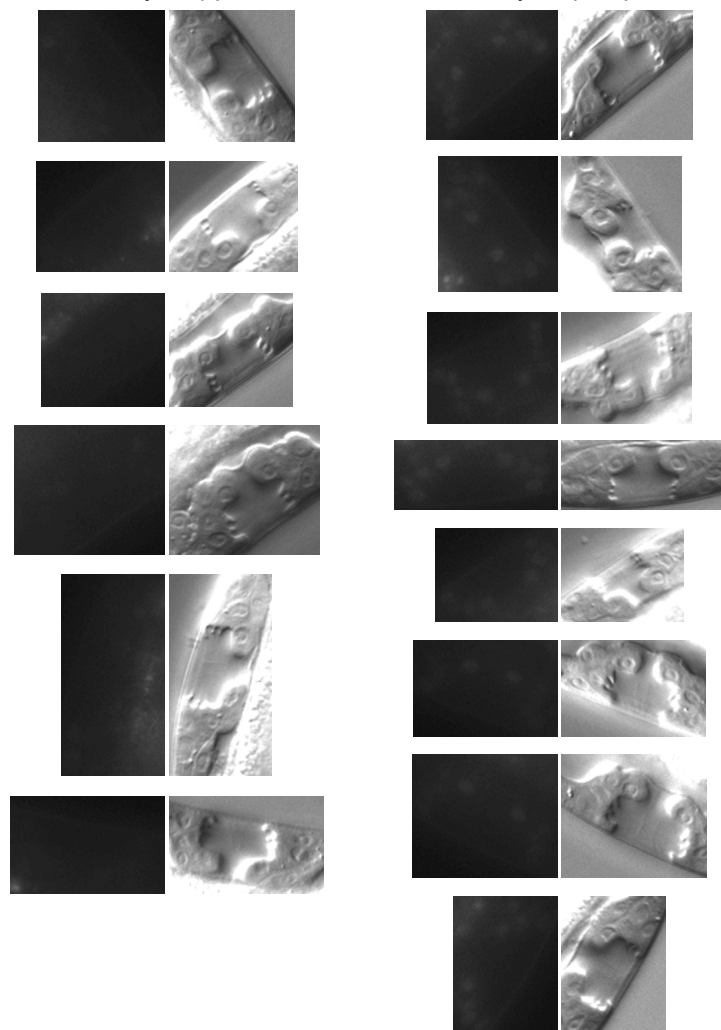

**Supplement:** S6 Fig — See Materials and Methods.

How the deposited data were processed for this re-analysis (not part of the article)

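Poly(A) RNA of N2 animals on mock or *xrn-2* RNAi food was measured in 4 libraries, 2 cultures (replicates 1 and 2) per condition. The authors prepared TruSeq libraries, aligned the reads to the ce10 assembly with QuasR's qAlign and spliced alignment, sorted the alignments with Samtools and counted the reads overlapping the exons of each WS220 gene. The authors deposited these counts as whole numbers per gene and library, without normalization, for 20380 genes, of which 1046 had no read in any library. No library was pooled. Samples were assigned to conditions and replicates by their titles, which name both. Gene names came from the naming table of the reference, which matched 19179 of the 20380 identifiers, and from S2 Table. The reference annotation is of WBcel235, another assembly than ce10, so no coordinates are given. It was used for names, for which genes neighbour each other on the same strand, and for exon lengths by gene identifier, which 97.6% of the operons had for both genes.

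The total count per library was 41105706 and 41998429 in mock and 48451504 and 43324340 in *xrn-2(RNAi)*, for replicates 1 and 2. The median gene had 182 to 319 reads. Counts do not correct for duplicate molecules. For all but the low genes, a fold change was limited by the spread between cultures rather than by the depth.

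Following the methods, counts were scaled to the mean library total of 43719995, a pseudocount of 8 was added and log2 fold changes were taken within a replicate. An operon passed the cut-off where the second gene's log2 fold change was at least 1 and exceeded that of the first gene by at least 1. These counts of operons have no test, as they rest on 1 library per condition. Operons, their first and second genes and ICR lengths were taken from the copy of S2 Table at hand, which lists 1353 operons against the paper's 1388. No enrichment or overlap was tested on it.

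Genes were tested with edgeR 4.0.16 in R 4.3.3 (glmQLFit and glmQLFTest, TMM normalization, filterByExpr, Benjamini-Hochberg adjustment), with the replicate as a block, because the methods take every fold change within a replicate. Same-numbered libraries deviated together from the group means, with r = 0.57 across 16178 genes, which are not independent. Without the replicate block, 0 genes passed an adjusted p of 0.05 (1637 at an unadjusted p under 0.05), as with it. The difference between the second and the first gene was tested in an edgeR fit with 1 row per operon and a column for each gene of the operon in each library, with terms for the library, the second gene, the second gene in replicate 2 and the second gene in *xrn-2(RNAi)*. Standard errors given with edgeR results are the absolute log2 fold change divided by the square root of the F statistic, as the test returns none. DESeq2 1.42.0 was the alternative tool. With 2 libraries against 2, an exact two-sided permutation test cannot go below p = 0.333, so none was made.

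The fits were tested on simulated counts with known changes in 200 genes or operons. These were a log2 of 2 in either direction, and every gene had the same dispersion. At a dispersion of 0.02 the edgeR fits recovered 100% of both, with 12 and 5 false calls. At a dispersion of 0.209, near the common dispersion of the gene fit, they recovered 2.5% of the genes and 5% of the operons, with 0 false calls. Of the unchanged genes, 4.53% had an unadjusted p under 0.05. The dispersion of the operon fit was not simulated, so the 5% does not give its power on these libraries.

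Before the data were examined, the sample assignment, the tests and the alternatives were fixed. The alternatives were a pseudocount of 1, TMM and median-of-ratios scaling, a minimum mean scaled count of 50, a log2 difference of at least 2, operons with genes stable between the mock libraries, Spearman's rho, fits without the block, with DESeq2, with other scaling, without a filter on low counts or with a minimum log2 change of 1, and each replicate alone. The genes and operons to be named were also fixed then: those the paper names, the operons past the cut-off in both replicates, the short-ICR operons of replicate 1, the 5 with the largest difference and the 1 with the lowest difference in replicate 2, and the 5 genes with the highest and the lowest fold change past the threshold of the edgeR test, of which there were 0. The time course used for staging, the RT-qPCR, reporter and mutant experiments were not analysed here.

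Gene families were compared by symbol prefix with camera, fry and limma 3.58.1 after the data had been seen. Families were set against 10000 random lists of genes matched on mean scaled count in 20 bins, and correlations of fold changes that share a library against 100 simulations of unchanged genes. Python with numpy, pandas, scipy and matplotlib was used for these and for the figures.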

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

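The gene families below were noticed while going through all families, and most of the tests of them were chosen after these results had been seen. Among 90 families of at least 15 tested genes with a common symbol prefix, camera with its preset correlation gave 29 an adjusted p under 0.05, but 0 of these calls held under fry (smallest adjusted p 0.448) or with an estimated correlation (smallest 0.974). The families are therefore described in these libraries and are not shown to change with the condition. Log2 fold changes are given after scaling to the mean total, where the median of all genes was 0.16 in replicate 1 and 0.34 in replicate 2.

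The *vha* genes, which the paper does not discuss, were lower in the library labelled *xrn-2(RNAi)* of both replicates. Their median log2 fold change was -1.15 in replicate 1 (quartiles -1.33 and -0.99) and -1.15 in replicate 2 (quartiles -1.46 and -0.98), and 19 of the 20 genes were lower in each under total-count, TMM and median-of-ratios scaling. Between the mock libraries the median was -0.15. The tables argue against several technical explanations. The highest median over both replicates and the 3 scalings was -1.15. Reads moving between similar *vha* genes would leave their sum unchanged, but the log2 change of the summed count was -1.20 or lower in both replicates. Of 10000 random lists of the same abundance, 0 had a median as low in either replicate. If the *xrn-2(RNAi)* library was the older in replicate 1 and, as the paper matches it, the younger in replicate 2, stage would move the family in opposite directions, but the median in replicate 2 was -1.15. A library that was the younger in replicate 1 too would go against its fold changes, which across genes followed the difference between the *xrn-2(RNAi)* libraries of replicates 2 and 1 (r = 0.40), the former being matched to the later time point. What stays open is the time on the food, since 0 of the *xrn-2(RNAi)* libraries were collected within the hours of the mock libraries. An effect of the RNAi and an effect of the longer culture cannot be told apart, and neither can genes whose expression cycles within a larval stage be excluded, which was not tested.

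The *pals* genes, also outside those the paper discusses, were higher in the library labelled *xrn-2(RNAi)*, far more so in replicate 2. The median log2 fold change of 32 genes was 4.68 in replicate 2 (quartiles 1.91 and 6.07), with 31 higher, and 0.74 in replicate 1 (quartiles -0.04 and 1.68), with 23 higher. Under TMM scaling 2 were lower in replicate 2 and 11 in replicate 1. Between the mock libraries the median was -0.49, and between the *xrn-2(RNAi)* libraries 2.92. The lowest median over both replicates and the 3 scalings was 0.60. The summed count rose in both replicates, by a log2 change of 1.21 in replicate 1 and 4.03 in replicate 2, so that reads moving between members do not account for it. In replicate 1 the family median was at percentile 99.98 of the random lists. It was at percentile 100 for *xrn-2(RNAi)* replicate 2 against replicate 1, libraries of the same condition. Genes that vary together can stand apart from such lists wherever cultures differ, so the lists do not exclude the state of a culture. The size of the rise still rests on the *xrn-2(RNAi)* library of replicate 2, without which the median was 0.74. Whether RNAi or the longer time on the food goes with the rise cannot be told apart for these genes, as 0 of the *xrn-2(RNAi)* libraries were collected within the hours of the mock libraries.

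All 6 *vit* genes were higher in the library labelled *xrn-2(RNAi)* of replicate 1 and lower in that of replicate 2, a difference between the replicates that was not tested, as each has 1 library per condition. The median log2 fold change was 4.06 in replicate 1 and -3.98 in replicate 2. *vit-6*, for example, had 935 reads in mock and 36834 in *xrn-2(RNAi)* of replicate 1, against 1108902 and 203779 in replicate 2. The *vit* genes took 5.53% of all counts in mock replicate 2 and 0.00746% in mock replicate 1. All 6 kept opposite signs under the 3 scalings, and the summed count of the family also rose in replicate 1 and had a log2 change of -2.59 in replicate 2, which argues against scaling and against reads exchanged between members. A candidate explanation is the stage of the libraries, which would put the 4 in the order mock 1, *xrn-2(RNAi)* 1, *xrn-2(RNAi)* 2 and mock 2. This order held for 5 of the 6 genes, the exception being *vit-3*, so stage is left open, and the paper matched both libraries of replicate 1 to the same time point. Older animals within a culture were not tested for.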

How the results depend on the processing

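Of 13 main results, 53 of the 72 values under other settings stayed within 1.5 times the reported count, or within the 95% interval of the correlation, and 19 did not. The correlation of the differences between the replicates was between 0.497 and 0.516 under its 5 alternatives, against 0.519. In the 1117 operons with genes stable between the mock libraries it was 0.689 (Spearman's rho 0.598), a value that the filter itself raises, as the *xrn-2(RNAi)* libraries are also alike. The number of operons past the cut-off in replicate 1 was 27 as reported and between 19 and 39 under all alternatives but a log2 difference of at least 2. The cause of the changes below was not tested, except where the setting itself removes operons.

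With a log2 difference of at least 2, which can only remove operons, 8 passed in replicate 1, 19 in replicate 2, 3 in both and 6 on the mean of both. Of the 8, 3 had an ICR below 150 nt and 6 had a difference above 0 in replicate 2. With the genes exchanged, 17 passed in replicate 1 and 9 in replicate 2. Without the exchange, 9 passed for mock replicate 2 against mock replicate 1 and 22 in the opposite direction. Between the *xrn-2(RNAi)* libraries, 2 passed for replicate 2 against replicate 1 and 3 in the opposite direction. With a pseudocount of 1, 17 operons passed in both replicates in place of 8, and 13 between the *xrn-2(RNAi)* libraries in place of 8, which became 5 with a mean scaled count of at least 50. In replicate 2, 34 operons passed with TMM and 33 with median-of-ratios scaling, in place of 52. These scalings remove the common shift of the fold changes, 0.34 in replicate 2, which leaves fewer second genes at least 2-fold upregulated. On the mean of both replicates 26 operons passed, and from 27 to 52 when each replicate was left out in turn. Where the operons were restricted to those whose genes differed by at most 2-fold between the mock libraries, 19 of 1117 passed in replicate 1, 8 of them with a short ICR, and 10 passed with the genes exchanged. All 19 had a difference above 0 and all 10 a difference below 0 in replicate 2.

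With the replicate block, 0 genes had an adjusted p under 0.05 (2020 at an unadjusted p under 0.05), and without the replicate block 0 (1637). It was also 0 with the other scalings, without the filter and with a minimum log2 change of 1. With DESeq2 it was 2729, of which 1273 were higher and 1456 lower. Of the operons, 20 passed with the block (11 with the larger change in the second gene, 9 in the first) and 0 without the replicate block, where 132 had an unadjusted p under 0.05. With DESeq2, 134 passed (80 and 54), including all of the 20, and 15 passed without the filter, all among the 20. Other scalings hardly enter this test, because the library terms absorb them, and gave the same 20. A fit with 1 replicate left out has 1 library per condition and was not run for these tests.

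Of the named genes, *xrn-2* (0.14), *paxt-1* (0.25) and *R05D11.5* (0.0251) reversed to a positive log2 fold change with total-count in place of TMM scaling, none of them past the threshold in any fit, and *cri-3* passed it with DESeq2. Without replicate 2, *xrn-2* (0.14) and *paxt-1* (0.08) were also positive, as values with no test. Of 54 values of the named operons' differences under other settings, 3 changed by more than the SD between the replicates, all with a pseudocount of 1 and in operons with a gene of few reads. On simulated counts of 2 against 2 libraries, with the same dispersion for every gene, the edgeR fit made 212 calls at 0.02 and 5 at 0.209. The 0 genes called may therefore go with the spread between the cultures and the choice of test. The depth limits the operons outside the 1278 of 1353 whose genes both had a mean scaled count of at least 50.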

Other observations

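The edgeR test over both replicates and the counts with the genes exchanged in each replicate were planned before the data were examined. So were the other scalings and the minimum mean scaled count. The filter on genes stable between the mock libraries was planned for the operons past the cut-off in replicate 1. The other tests in this part, apart from that on neighbouring genes, were chosen after the results they bear on had been seen.

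The operons past the cut-off in replicate 1 were set against several explanations. Low counts are not the whole cause, since both genes had a mean scaled count of at least 50 in 22 of the 27. Gene length stays open, as the ratio of second to first gene length had a Spearman's rho with the difference of 0.201 in replicate 1 and 0.0833 in replicate 2. A hypothesis that shorter ICRs go with a larger difference was not borne out across the 1353 operons (Spearman's rho -0.0267 in replicate 1 and -0.0193 in replicate 2). The cut-off was also passed outside operons. Of 3562 adjacent gene pairs on the same strand outside listed operons, with the same minimum count, 8.62% passed the cut-off in replicate 1 and 7.24% passed with the genes exchanged, against 1.72% and 3.13% of the operons. In replicate 2 it was 631 (17.7%) and 489 (13.7%) of the neighbours, against 46 (3.60%) and 25 of the 1278 operons. With TMM scaling, which was not applied to the neighbours, 34 and 26 of all 1353 operons passed in replicate 2. Fold changes of these neighbours were more variable (SD of the difference in replicate 1 1.29 against 0.75). As some of them may lie in operons, they do not show whether a larger change of the downstream gene arises without an operon. A difference in stage between the libraries stays open. Among operons with genes stable between the mock libraries, 19 passed in replicate 1 and all 19 had a difference above 0 in replicate 2, but so did 10 of 10 keep a difference below 0 with the genes exchanged. As the *xrn-2(RNAi)* libraries are also alike, this filter largely sets that replicate 2 repeats replicate 1.

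Operons past the cut-off with the genes exchanged outnumbered the others in replicate 1 (44 against 27) and not in replicate 2 (30 against 52), and 12 passed so in both. Among operons with genes stable between the mock libraries, the order in replicate 1 was reversed, with 10 against 19, and replicate 2 had 13 against 36. In the test over both replicates, the 9 operons with the larger change in the first gene included *R102.5~R102.4* (-2.47, standard error 0.22, adjusted p = 0.0177), named here after its values were seen. *vha-14~F55H2.5*, also named afterwards, was among the 11 on the other side with 2.08 (standard error 0.22, adjusted p = 0.0228). Its first gene *vha-14* fell by 1.15 in each replicate.

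That the *xrn-2* count was not clearly lower in the libraries labelled *xrn-2(RNAi)* raises the question of exchanged labels. Its log2 fold change in replicate 2 was -0.04 after scaling to the mean total, -0.42 with TMM and -0.44 with median-of-ratios scaling. With exchanged labels, the difference between *clpf-1* and *cri-3*, which needs neither *act-1* nor a scaling, would be negative in these libraries, against the paper's RT-qPCR in other animals. It was 2.21 in replicate 1 and 1.17 in replicate 2, with an SD of 0.73, which argues against an exchange in both. This rests on 1 operon, which the study selected from replicate 1. Reads from the RNAi trigger could add to the *xrn-2* count, whose log2 fold change was 0.31 in replicate 1, and a count per gene does not show where along the gene they lie, so a lowered transcript and added reads cannot be told apart. The autoregulation that the paper describes, where *xrn-2* mRNA accumulates when XRN2 activity is lost, would also work against a lower count, and was not separated from these here.

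Relative to *act-1*, as the paper's RT-qPCR is given, *clpf-1* was 2.51 ± 0.11 (SD, n = 2) and *cri-3* 0.818 ± 0.369 (SD, n = 2) in the sequenced libraries. The *cri-3* ratio was 0.557 in replicate 1 and 1.08 in replicate 2, so its mean joins opposite directions. The paper's reported values from RT-qPCR are 2.40 ± 0.275 (SEM) and 0.813 ± 0.102 (SEM) in Fig 7B. For the *ran-4~R05D11.5* operon, the libraries gave 1.12 ± 0.34 (SD, n = 2) for *ran-4* and 1.33 ± 0.71 (SD, n = 2) for *R05D11.5*, and the paper's reported values in Fig 5A are 1.03 ± 0.0427 (SEM) and 1.19 ± 0.149 (SEM). The scaled *act-1* count went from 9897 to 10915 in replicate 1, and fell from 12497 to 7691 in replicate 2. In replicate 1 its log2 fold change was 0.14, but -0.03 with TMM and -0.01 with median-of-ratios scaling. In replicate 2 it was -0.70, -1.09 and -1.10 under the same scalings. In replicate 2, *paxt-1* (1.94), *bpnt-1* (1.92) and *xrn-2* (1.58) therefore also rose relative to *act-1*, as did *cri-3*. The same holds for *ran-4* (1.36) and *R05D11.5* (1.84), which were lower relative to *act-1* in replicate 1 (0.881 and 0.831). A mean near the RT-qPCR value therefore does not show that both replicates gave it.

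The fold changes of the replicates, which share no library, had a Pearson's r of 0.33 across 13967 genes, where 100 simulations of unchanged genes gave at most 0.0206. If the *xrn-2(RNAi)* library was the older in replicate 1 and, as the paper matches it, the younger in replicate 2, stage as the whole cause would make this negative. Stage may still differ within replicate 1. Its fold changes correlated with the difference between the *xrn-2(RNAi)* libraries of replicates 2 and 1 at r = 0.40, although the shared library enters with opposite signs and unchanged genes gave at most -0.485 in the simulations. This is in line with the hypothesis that the *xrn-2(RNAi)* library of replicate 1 was further in development than its mock, within the time resolution at which the paper matched both to the same time point. Genes are not independent replicates, and the time course was not analysed here.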
